# Codon usage and protein length-dependent feedback from translation elongation regulates translation initiation and elongation speed

**DOI:** 10.1093/nar/gkab729

**Published:** 2021-08-20

**Authors:** Xueliang Lyu, Qian Yang, Fangzhou Zhao, Yi Liu

## Abstract

Essential cellular functions require efficient production of many large proteins but synthesis of large proteins encounters many obstacles in cells. Translational control is mostly known to be regulated at the initiation step. Whether translation elongation process can feedback to regulate initiation efficiency is unclear. Codon usage bias, a universal feature of all genomes, plays an important role in determining gene expression levels. Here, we discovered that there is a conserved but codon usage-dependent genome-wide negative correlation between protein abundance and CDS length. The codon usage effects on protein expression and ribosome flux on mRNAs are influenced by CDS length; optimal codon usage preferentially promotes production of large proteins. Translation of mRNAs with long CDS and non-optimal codon usage preferentially induces phosphorylation of initiation factor eIF2α, which inhibits translation initiation efficiency. Deletion of the eIF2α kinase CPC-3 (GCN2 homolog) in *Neurospora* preferentially up-regulates large proteins encoded by non-optimal codons. Surprisingly, CPC-3 also inhibits translation elongation rate in a codon usage and CDS length-dependent manner, resulting in slow elongation rates for long CDS mRNAs. Together, these results revealed a codon usage and CDS length-dependent feedback mechanism from translation elongation to regulate both translation initiation and elongation kinetics.

## INTRODUCTION

Degeneracy of genetic codons allows 18 of 20 standard amino acids to be encoded by two to six synonymous codons. The preference for specific synonymous codons is a universal feature of all genomes (1–3). Although synonymous codons encode the same amino acid and synonymous mutations are often referred to as ‘silent’, genetic, biochemical, molecular, and bioinformatics studies have demonstrated that codon usage can influence gene expression levels and protein structures (3–9). Preferred codons (also called optimal codons) are enriched in genes that encode highly expressed proteins, and codon optimization can strongly increase endogenous and heterologous gene expression in diverse eukaryotes and prokaryotes (10–20). Codon usage regulates the speed of translation elongation during mRNA translation: Preferred codons speed up elongation, whereas rare codons slow down elongation and can cause ribosome pausing (7,21–24). The role of codon usage in translation kinetics regulates translation efficiency in part because rare codons can slow elongation and potentially cause premature translation termination (23). Codon usage can also impact mRNA stability and translation fidelity (5,25–28). In addition, the codon usage-dependent translation kinetics also regulates co-translational protein folding and protein functions in prokaryotic and eukaryotic organisms (6,16,21,29–32). Furthermore, there are translation-independent effects of codon usage due to the roles of nucleotide sequence in transcription, chromatin structure, splicing, mRNA structure, transcriptional termination and mRNA localization (7,13,28,33,34).

Synthesis of large proteins encounters many obstacles in cells. Errors in transcriptional, posttranscriptional and translational processes are expected to increase as coding sequence (CDS) length increases. Long mRNAs and large proteins are more likely to be degraded or damaged than shorter ones (35). In addition, large proteins have more protein domains, resulting in increased complexity in the protein folding process and greater likelihood of misfolding than small proteins. Previous studies have shown that CDS length negatively correlates with protein abundance, translation initiation rate, and ribosome density (22,36–40), suggesting the existence of mechanisms that preferentially inhibit translation of large proteins. Modeling studies suggest that the negative influence of CDS length on translation is likely due to less efficient ribosome recycling on mRNAs with longer compared to shorter CDS regions (39,41). Despite these issues, many large proteins are critical for cellular functions in diverse biological processes. The mechanisms that allow efficient production and proper folding of large proteins are not clear.

The best characterized mechanism that regulates translation efficiency is the initiation process, which largely determines the number of protein molecules that can be made from an individual mRNA transcript (42–44). Ribosome queuing near AUG start codon caused by ribosome stalling or collision impacts translation initiation efficiency (45,46). A previous study using a reporter gene in *Saccharomyces cerevisiae* suggested that rare codons near the start codon could inhibit translation initiation probably due to ribosome queuing near the start codon, whereas optimal codons near the start codon presumably result in rapid liberation of the start codon and therefore high translation initiation rates (47). However, other studies showed that codon usage near the start codon appears to influence translation initiation rate due to its effects on mRNA structures rather than translation elongation (48,49). Thus, the mechanism underlying the coordination between translation initiation and elongation under nutrient replete growth conditions and the role of codon usage in this process are still unclear.

In eukaryotes, translation initiation begins with the binding of the ternary complex (the aminoacylated initiator methionyl-tRNA (Met-tRNA_i_), GTP and the initiation factor 2 (eIF2)) to the 40S ribosome to form the pre-initiation complex (42–44,50). Phosphorylation of eIF2α, a subunit of eIF2, at serine 51 is an important regulator of translation initiation and is known to be induced by many types of stress conditions to result in global inhibition of translation initiation. The phosphorylation of eIF2α-GDP inhibits the guanine nucleotide exchange activity of eIF2B and blocks the recycling of unphosphorylated eIF2α-GDP into the translationally active form eIF2α-GTP. In higher eukaryotes, GCN2 is one of the several kinases responsible for the phosphorylation of eIF2α at serine 51 after its activation from an autoinhibited state (42,50,51). In fungi, however, the GCN2 homolog is the major and the only known eIF2α kinase responsible for eIF2α phosphorylation at serine 51 (52). Upon nutrient limitation or amino acid starvation or other stress conditions, GCN2 is activated and phosphorylates eIF2α to initiate the adaptive pro-survival integrated stress response, resulting in temporary translation repression of most mRNAs and activation of amino acid biosynthesis (53–56). In addition, mutation or depletion of enzymes required for tRNA modification can also trigger eIF2α phosphorylation (57,58). Although GCN2 can be activated by interacting with uncharged tRNA caused by amino acid starvation, recent evidence also suggests that GCN2 can also be activated by other mechanisms such as by interacting with the ribosomal P-stalk (59–61). Although the stress-induced eIF2α phosphorylation is expected to cause global translation repression, recent studies showed that this is not the case for low levels of eIF2α phosphorylation, suggesting that, under certain conditions, eIF2α phosphorylation has specific rather than a broad inhibitory effect on general translation (50,62).

The filamentous fungus *Neurospora crassa* exhibits a strong codon usage bias for C/G at wobble positions and has been an important experimental model system for studying the functions of codon usage biases (6,7,16). We have previously shown that codon usage plays an important role in regulating elongation speed and the co-translational protein folding process in *Neurospora* (9,16,21,63). Use of preferred codons speeds up the local rate of translation elongation while rare codons slow down translation elongation and potentially result in ribosome pausing and premature termination, a mechanism that can affect translation efficiency (21,23). We also showed that codon usage could influence gene expression levels by affecting transcription efficiency (13,33,64). These results led us to propose that codon usage represents a code within the genetic codons that regulates both gene expression level and protein structure.

In this study, we used *N. crassa* as a model system to understand the CDS length-dependent mechanism that regulates translation. We discovered that there is a conserved codon usage-dependent genome-wide negative correlation between protein abundance and length, suggesting that optimal codon usage is a mechanism that allows for efficient production of large proteins critical for cell functions. We found that translation of mRNAs with non-optimal codon usage preferentially induced eIF2α phosphorylation and reduced protein levels in a CDS length-dependent manner, indicating a feedback mechanism from translation elongation to control translation initiation. Furthermore, we showed that the GCN2 homolog, CPC-3, which is the only known kinase responsible for eIF2α phosphorylation in *Neurospora* (52), also regulates translation elongation rate in both codon usage and CDS length-dependent manners, resulting in slow elongation rates for mRNAs with long CDS regions. Together, these results revealed a codon usage- and CDS length-based feedback mechanism from translation elongation to regulate both translation initiation and elongation kinetics.

## MATERIALS AND METHODS

### *Neurospora* strains and growth conditions

The *N. crassa* wild-type (WT) strain FGSC 4200 (a) and the Δ*cpc-3* strain (65) were used in this study. Strains were cultured on slants containing 1 × Vogel's, 3% sucrose, and 1.5% agar. Liquid cultures were grown in 2% glucose medium (1 × Vogel's, 2% glucose). Specifically, fresh conidia (7–10 days post inoculation on slants) of the WT or Δ*cpc-3* strains were cultured in 50 ml 2% glucose medium in petri dishes at room temperature for 2 days. The cultures were cut into small discs with a diameter of 1 cm, and then the discs were transferred into flasks with the same liquid medium and were grown with orbital shaking (200 rpm) for 12 h before various experiments. Race tube medium contained 1 × Vogel's, 0.1% glucose, 0.17% arginine, and 1.5% agar. All the strains were cultured under constant light at room temperature unless otherwise specified. For chemical treated experiments, various indicated drugs were added into 2% glucose medium for the WT strain for 20 min before harvesting. 3-aminotriazole (3-AT, Sigma-Aldrich, Cat. No. 8056), puromycin (Puro, Sigma-Aldrich, Cat. No. 540411) and tigecycline (TIG, Sigma-Aldrich, Cat. No. PZ0021) were used at the final concentration of 50 mM, 0.06 mg/mL and 0.5 mg/mL, respectively. Anisomycin (ANS, Sigma-Aldrich, Cat. No. A9789) and cycloheximide (CHX, Sigma-Aldrich, Cat. No. C1988) were used at the indicated concentration.

### Plasmid construction, transformation and Δ*cpc-3* complementation

For gene expression at the *csr-1* locus in *N. crassa*, a basta-resistance (*bar)* gene was inserted downstream of the *ccg-1* promoter (Pccg-1) of a parental plasmid, Pcsr1, to create the Pcsr1-bar plasmid. Pcsr1-bar is a *csr-1*-targeting expression vector with an expression cassette in which Pccg-1 and *bar* flank the gene of interest (*edp* or *cpc-3* in this study), and this cassette is flanked by *csr-1* downstream and upstream fragments which serve as the recombination sites for double homologous recombination (66). Afterwards, the resulting plasmid was transformed into *N. crassa* strains by electroporation, transformants were screened for resistance to both glufosinate-ammonium (0.25 mg/ml, Sigma-Aldrich, Cat. No. 45520) and to cyclosporin A (5 μg/ml, Sigma-Aldrich, Cat. No. 30024), which resulted in >90% positive transformants. Homokaryatic strains were obtained by microconidia purification. To generate the Δ*cpc-3* complementation strains, a construct expressing the WT *cpc-3* (cloned from genomic DNA) with 3× Flag epitope tag under the control of the *ccg-1* promoter was introduced at the *csr-1* locus in the Δ*cpc-3* strain. The expression of the Flag-tagged CPC-3 and the rescue of eIF2α phosphorylation in the complementation strains were confirmed by immunoblotting (Supplementary Figure S1).

### RNA isolation and quantitative reverse transcription PCR (qRT-PCR)

The culture conditions were the same as described above. RNA extraction and qRT-PCR were performed as previously described (58). β-tubulin transcript (*NCU04054*) was quantified as an internal control. The primer pairs 5′-ACAACCCCTCACATCAACCAA-3′, 5′-CCGCCCTTGTCATCGTCATCC-3′ and 5′-GCGTATCGGCGAGCAGTT-3′, 5′-CCTCACCAGTGTACCAATGCA-3′ were used to amplify the reporter gene *edp* and β-tubulin gene, respectively. The primers for different versions of *edp* were designed to amplify the 5′ end region of the transcripts (5′UTR, 3× Flag and 8xGly linker), which is common to all the transgenes to ensure the same amplification efficiency.

### *In vitro* translation and protein analyses

*In vitro* translation assay was performed as previously described (21). Specifically, the *N. crassa* cell free lysate was obtained as previously described (21,67), except that the protease inhibitor cocktail from MedChemExpress company (Cat. No. HY-K0010) was used. Equal moles (0.65 pmol for each reaction) of different versions of mRNAs were individually added into *N. crassa* cell free lysate to translate for 15 min at 26°C unless otherwise specified. SDS-PAGE loading buffer was added into the samples immediately and followed by heating the samples at 98°C for 10 min.

Protein extraction was performed as previously described (58). For western blot analysis of the Flag-tagged EDP, the anti-Flag (Sigma-Aldrich, Cat. No. F3165) antibody was used. Densitometric analyses of the western blot results were performed using Image J.

For phosphatase treatment, total proteins from the WT and Δ*cpc-3* strains were obtained by using protein lysate buffer with or without phosphatase inhibitors (PP inhibitors: 25 mM NaF, 10 mM Na_4_P_2_O_7_.10H_2_O, 2 mM Na_3_VO_4_ and 1 mM EDTA). The protein extracts from lysate buffer without PP inhibitors were further treated with Lambda protein phosphatase (Lambda PP, NEB, Cat NO.: P0753S) according to its protocol.

### Cell-free translation assay to determine TFAs

To prepare the mRNA templates for *in vitro* translation, *in vitro* transcription of different mRNAs was performed as previously described (21). *In vitro* translation assays to determine TFAs were performed as previously described (21) and the luminescence of luciferase signal was recorded continuously in 20-s intervals.

### Ribosome profiling and mRNA-seq

The WT and Δ*cpc-3* strains expressing 1× WT-EDP, 3× WT-EDP, 1× OPT-EDP and 3× OPT-EDP, respectively, were used for ribosome profiling and accompanying mRNA-seq experiments under nutrient replete condition at room temperature (1 × Vogel's, 2% glucose). At least three biological replicates for the ribosome profiling experiment for each strain were used. Ribosome profiling experiments were performed as previously described (58). CHX was not added into cultures before sample collection and was only added into the lysate buffer at final concentration of 0.1 mg/ml. The ribosome profiling and mRNA-seq methods were described in the protocol for ARTseq Ribosome Profiling Kit (Yeast) (Illumina, Cat NO.: RPYSC12116). The adaptor in the kit was replaced with synthesized 5′-/5rApp/NNNNAGATCGGAAGAGCACACGTCT/3ddC/ to avoid potential adaptor ligation biases. The RT-primer in the kit was replaced with synthesized 5′-/5Phos/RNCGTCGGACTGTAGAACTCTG/iSp18/AGACGTGTGCTCTTCCGATCT to avoid potential ligation biases during the circularization process. The resulting libraries were sequenced by the BGI DNBseq platform.

### Bioinformatics analyses of ribosome profiling results

The workflow for ribosome profiling experiment data analysis is the same as previously described (58), with the following modifications: Both of the ribo-seq and RNA-seq reads were mapped to CDS regions of genes. Both ribosome protected fragment (RPF) and mRNA level for each gene were measured by Transcripts Per Kilobase Million (TPM). Ribosome density was measured by TPM of RPFs normalized by TPM of mRNAs. The calculation of the relative codon decoding time (RCDT) is the same as previously described (21,23). The raw reads of biological replicates of each strain were merged when we analyzed the ribosome profiling data. Ribo-seq and RNA-seq data from WT and Δ*cpc-3* strains expressing 1× WT-EDP, 3× WT-EDP, 1× OPT-EDP and 3× OPT-EDP, respectively, were regarded as four independent biological replicates when we performed genome-wide analyses for the WT and Δ*cpc-3* strains.

### Metabolic labeling

Fresh *Neurospora* conidia of the WT and Δ*cpc-3* strains were cultured separately in 50 ml 2% sucrose medium (1 × Vogel's, 2% sucrose) in flasks with orbital shaking (200 rpm). After culturing at 30°C for 8 h, EasyTag l-[^35^*S*]-methionine (PerkinElmer) was added into the medium for 45 min before sample collection. The same amounts of protein extracts (100 μg) from each sample were used to determine the levels of ^35^S incorporation as previously described (68).

### Polysome profiling

The culture condition for polysome profiling is the same as the metabolic labeling experiment. Cultures of the WT and Δ*cpc-3* strains were frozen in liquid nitrogen immediately after collection. Tissue samples were grounded into powder in liquid nitrogen and equal volume of the tissue powder of each sample was added the same volume of lysis buffer (1 × polysome buffer in ARTseq Ribosome Profiling Kit (Illumina, Cat. No. RPYSC12116), 1% Triton X-100, 0.1 mg/ml CHX, 1× protease inhibitor cocktail (EDTA-free, MedChemExpress, Cat. No. HY-K0010), 0.2 U/μl SUPERase•In (Invitrogen, Cat. No. AM2694) and 2 mM DTT). The lysates were then centrifugated at 15 000 rpm for 10 min before the *A*_260_ of the supernatant was measured by NanoDrop Microvolume Spectrophotometer. The *A*_260_/ml of the lysate was calculated according to the protocol for the ARTseq Ribosome Profiling Kit. The same OD amount (20 OD_260nm_) of the lysate for each sample was loaded onto 10–50% sucrose gradient buffer containing 20 mM HEPES (pH 7.6), 0.1 M KCl, 5 mM MgCl_2_, 10 μg/ml CHX, the 1× protease inhibitor cocktail and 10 units/ml SUPERase•In. The sucrose gradients were then centrifuged at 35 000 rpm for 2 h at 4°C using a SW41Ti rotor in a Beckman Coulter (Optima L-80 ultra) centrifuge. Sucrose gradients were analyzed using a BioLogic LP chromatography System (Bio-Rad, Cat. No. 731-8350).

### Mass spectrometry analyses

Cell culturing was performed as described in the metabolic labeling experiment above. For mass spectrometry (MS) analysis to compare the relative amounts of different proteins within the same sample, ∼100 μg proteins for each sample from the WT strain were run 1 cm into 7.5% SDS-PAGE gel. Gel slices were cut into small pieces for quantitative MS analysis. MaxQuant was used to analysis the MS data (69), and an intensity-based absolute quantification (iBAQ) value was used as a measure of protein abundance (70–72). For the quantitative MS analysis to compare the protein levels between the Δ*cpc-3* strain and its complementation strain, the cultures were grounded into powder in liquid nitrogen before adding equal volume of lysis buffer (50 mM triethylammonium bicarbonate (TEAB) and 5% SDS) to equal volume of the powder for each sample. The protein extracts were centrifuged at 12 000 rpm for 10 min and the supernatants were used for the subsequent TMT Mass Tagging and MS analyses. The protein concentration for each sample was measured and equal amounts of total proteins were used during the experiment. There are four repeats for each strain. The abundance data of the quantitative MS (TMT labeling) analysis were not normalized by molecular weights. The protein levels were determined by the abundance data normalized by the sum of all the raw abundance data in each sample. The *P*-values for the four replicates were determined by Student's two-tailed *t*-test, which were further adjusted by False Discovery Rate (FDR). Those with FDR values <0.05 were identified as differentially expressed proteins, either significantly up-regulated or down-regulated. All the MS analyses were performed by the UT Southwestern Proteomics facility.

### Codon manipulation, indices calculation and data collection from databases

The codon usage of luciferase and *edp* genes were optimized based on the *N*. *crassa* codon usage frequency from the Codon Usage Database (https://www.kazusa.or.jp/codon/). The WT and optimized (OPT) versions of luciferase genes are the same as previously described (21). The sequences of WT/OPT-*Luc*, WT/OPT-*edp*, and WT/OPT-*GFP* were shown in Supplementary Figure S2. The CBIs and tAIs were calculated using CodonW (http://codonw.sourceforge.net/) and stAIcalc (73), respectively. The tRNA copy number-related data used for calculating tAIs was collected from GtRNAdb database (http://gtrnadb.ucsc.edu/GtRNAdb2/). For the protein abundance data, the emPAI data of *N. crassa* was obtained previously in our lab (13) and the iBAQ data is obtained from this study. The publicly available protein abundance data of *S. cerevisiae*, *Drosophila melanogaster*, *Caenorhabditis elegans* and *Mus musculus* were used in the analyses (74–77).

### Gene functional enrichment analysis

The functional category (including Gene Ontology (GO), Interpro, and KEGG terms) enrichment analyses were performed with the functional annotation tool of the DAVID bioinformatics web server (http://david.abcc.ncifcrf.gov/), and the whole genome annotation was used as background. The genes of each enriched functional category, the enrichment fold change, and the various statistical parameters of the enrichment analysis including *P*-values, Bonferroni-corrected *P*-values, Benjamini-corrected *P*-values, and FDR values were determined.

## RESULTS

### Optimal codon usage has a conserved role in promoting the production of large proteins

To determine the potential role of codon usage in determining the levels of proteins of different sizes, we performed MS analysis of the WT *N. crassa* whole-cell extracts and determined the relative abundances of ∼3000 proteins (Supplementary Table S1). As expected, a negative correlation (Pearson's correlation coefficient R = −0.37) was observed between protein abundance and protein length proteome-wide (Figure 1A, left). However, when the analysis was only limited to genes with strong codon usage biases (codon bias index (CBI) > 0.5, genes with a strong preference for optimal codons) (63,78), the negative correlation between protein abundance and protein length was mostly abolished (*R* = −0.08) (Figure 1A, center). When genes were limited to those with low CBI values (<0.2, genes with weak codon usage biases), the negative correlation between protein abundance and protein length became stronger (*R* = −0.47) (Figure 1A, right). We also quantified gene codon usage bias using the tRNA adaptation index (tAI), a measure that takes into account tRNA concentrations and the efficiencies of codon–anticodon pairing (79). As gene tAI values increase (i.e. codon usage becomes more optimal), the negative correlation between protein abundance and protein length in a scanning window progressively weakened. The same observation was seen for the MS results obtained in this study using the iBAQ method or our previous result using the emPAI method (13) (Figure 1B).

**Figure 1.**
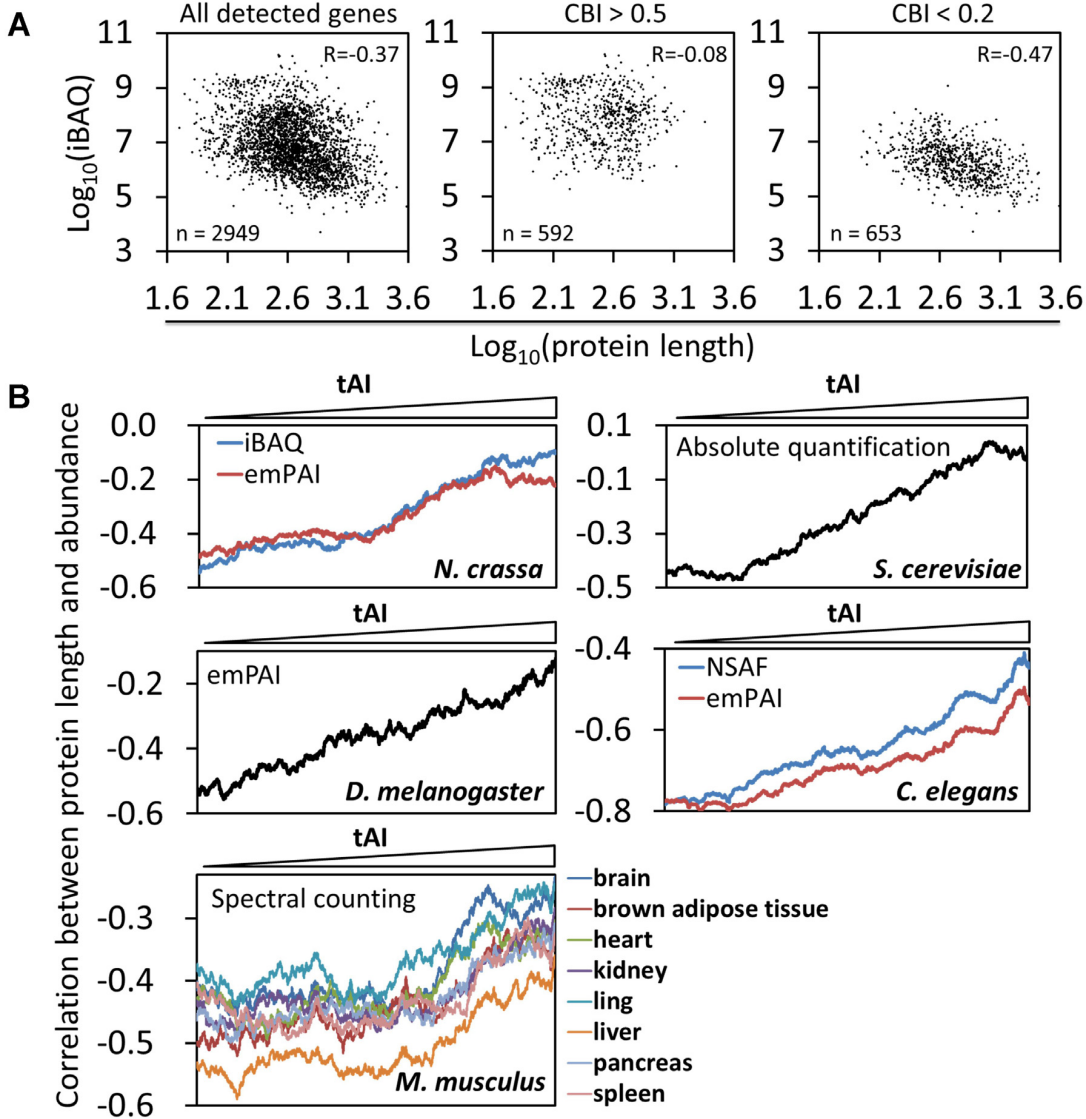
The negative correlation between protein length and abundance is codon usage-dependent and conserved in eukaryotes. (**A**) Scatter plots showing the correlations (Pearson's correlation coefficients) between protein length and abundance for *Neuropsora* genes genome-wide (left panel) and for genes with high CBIs (middle panel) and low CBIs (right panel) in the WT *Neurospora* strain. The proteome-wide relative protein abundances (iBAQ values) were determined by MS. (**B**) Line plots showing the correlations between protein length and abundance as a function of codon usage bias measured by gene tAI values in different eukaryotic organisms. Proteome-wide protein abundance data are described and cited in Materials and Methods. All genes with detected protein levels were ranked by their tAIs, and the Pearson's correlation coefficients were calculated in continuous scanning windows from low to high tAIs. Each scanning window has 500 genes for *N. crassa*, *S. cerevisiae*, *D. melanogaster*, *C. elegans* and 1000 genes for different tissues of *M. musculus*. Methods used to quantify the relative protein levels are indicated.

To determine whether the codon usage effect observed above in *Neuropsora* is conserved in other eukaryotes, we determined the correlations between protein abundance and protein length as a function of gene tAI values in *S. cerevisiae*, *D. melanogaster, C. elegans* and different mouse tissues using previously reported proteomic MS data (74–77). As in *N. crassa*, there are negative correlations between protein abundances and protein lengths in all these eukaryotic organisms, and the negative correlations progressively weaken as codon usage becomes more optimal (Figure 1B), regardless of the protein quantification methods used. These results suggest that optimal codon usage can counter the negative impact of CDS length on protein expression to allow large proteins to be efficiently expressed.

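The mRNA levels came from mRNA-seq of 4 WT strains of *N. crassa*. Each strain carried 1 of 4 Flag-tagged reporters, named 1× WT-EDP, 3× WT-EDP, 1× OPT-EDP and 3× OPT-EDP, which hold 1 or 3 copies of the CDS of NCU05784 with its own (WT) or with optimized (OPT) codons. The strains were grown in nutrient replete medium with 2% glucose, and 1 mRNA-seq library was made from each. The authors mapped the reads to CDS regions and deposited, for each of 9729 genes, the FPKM (fragments per kilobase of CDS and per mapped library size) with the bounds of an interval around it and the coverage. The spacing of these bounds corresponds to whole numbers of reads, which gave 938863 to 1190368 reads on CDS regions per library (median 1062246). The FPKM of each library were rescaled to TPM, the unit of the methods, by dividing each value by the sum over all 9731 entries of the library. The midpoint of the interval, which corresponds to the reads per kilobase of the whole listed CDS, was used in place of the FPKM as an alternative that was chosen after seeing the data. The 78-nt CDS of NCU16635, chosen after its values were seen, took 24.5% to 30.1% of the TPM of these libraries. Of the sum of the interval midpoints it took only 0.84% to 1.12%. Supplementary Tables S1 and S3 list the tAI (tRNA adaptation index, a measure of codon optimality) of 3102 genes, all of which had values in the libraries. Both tables give mass spectrometry results, so the 3102 genes do not cover all predicted genes. Of these genes, 3076 had a mean TPM of at least 1 in both the mRNA-seq and the ribosome profiling libraries and were kept.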

To determine whether the codon usage and length-dependent effect on protein levels is due to the regulation at mRNA level, we determined the correlations between mRNA levels and CDS lengths as a function of gene codon usage using our RNA-seq results from the *Neurospora* WT strain (see below). 

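After ranking the genes by tAI from low to high, Pearson's correlation across genes between log10 mRNA TPM and log10 CDS length was calculated in 2577 scanning windows of 500 genes in each WT strain. In the window of lowest tAI (mean tAI 0.200) the correlation was −0.447 ± 0.0160 (SD, n = 4 strains). In the window of highest tAI (mean tAI 0.296) it was −0.383 ± 0.0171 (SD, n = 4). The means over the 4 strains were negative in every window, from −0.450 at a mean tAI of 0.200 to −0.311 at a mean tAI of 0.218. The middle window had −0.421, so the correlation did not rise steadily with tAI. Across the overlapping windows, Spearman's coefficient between the window mean and tAI was 0.421. Because genes are not independent replicates, the windows were compared over the strains. The correlation was 0.0639 ± 0.0166 (SD, n = 4) higher at the highest than at the lowest tAI, with the same sign in all 4 strains (exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 strains allow). The alternative that moved this difference most was the interval midpoint, chosen after seeing the data, with which it was 0.157. Under 3 other alternatives it came close to 0, at 0.0128 with Spearman's coefficient, 0.0142 with all genes that had a value in either assay and 0.0101 with a mean TPM of at least 10 (exact permutation test for these, p = 0.25, 0.25 and 0.375). With linear in place of log scales the correlations were −0.205 and −0.181. Without regard to tAI, the correlation over all 6686 tested genes was −0.325 ± 0.0197 (SD, n = 4).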

As shown in Supplementary Figure S3, codon usage does not appear to affect the negative correlation between mRNA level and CDS, suggesting that the codon usage effect on the correlation between protein abundance and length is likely regulated at the translational level.

### The codon usage effects on mRNA translation and ribosome density are CDS length-dependent

To confirm the codon usage effect on protein abundance in a CDS length-dependent manner, we created four N-terminally Flag-tagged reporter constructs with different codon usage biases and CDS lengths for expression (Figure 2A). The CDS regions of the reporters correspond to the sequence of *NCU05784*, which encodes a small (125 aa), hypothetical protein, which we named elongation-dependent phosphorylated protein (EDP, see below). 

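In the NC12 assembly of *N. crassa*, NCU05784 lies on chromosome VII from 3813759 to 3815269 and spans 1511 bp. It is annotated as a protein-coding gene without a symbol. In every library the reads of EDP are listed in a pair of entries, one with the WT codons and one with the OPT codons of the reporter with the strain's number of copies. The entries have 506 nt for 1× WT-EDP and 1× OPT-EDP, 1283 nt for 3× WT-EDP and 1295 nt for 3× OPT-EDP. The entry of the strain's own reporter was used here. In the mRNA-seq library of the WT strain with 1× WT-EDP, the entry with OPT codons had 13.0 TPM although the strain does not carry an OPT reporter.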

To determine the effect of CDS length on protein expression independent of codon usage, we created the 1 × EDP and 3× EDP (3 tandem EDP repeats) constructs (Figure 2A). The EDP open reading frames are composed of either the WT codons or OPT codons. These expression constructs were targeted to the *csr-1* locus in the *N. crassa* genome. Homokaryotic transformants containing each reporter construct were obtained. For the WT codon usage constructs, 1× EDP was produced in a considerably higher level than 3× EDP (Figure 2B and C). Codon optimization resulted in higher protein levels for both 1× EDP and 3× EDP, but the codon optimization effect on protein up-regulation was much more robust for 3× EDP than for 1× EDP such that their abundances were comparable after codon optimization (Figure 2B, C and Supplementary Figure S4A). Thus, consistent with the bioinformatics analysis results, codon usage has differential effects on protein expression in a CDS length-dependent manner: Optimal codon usage preferentially allows large proteins to be efficiently expressed, and non-optimal codon usage has a more potent inhibitory effect on the expression of larger proteins than smaller ones.

**Figure 2.**
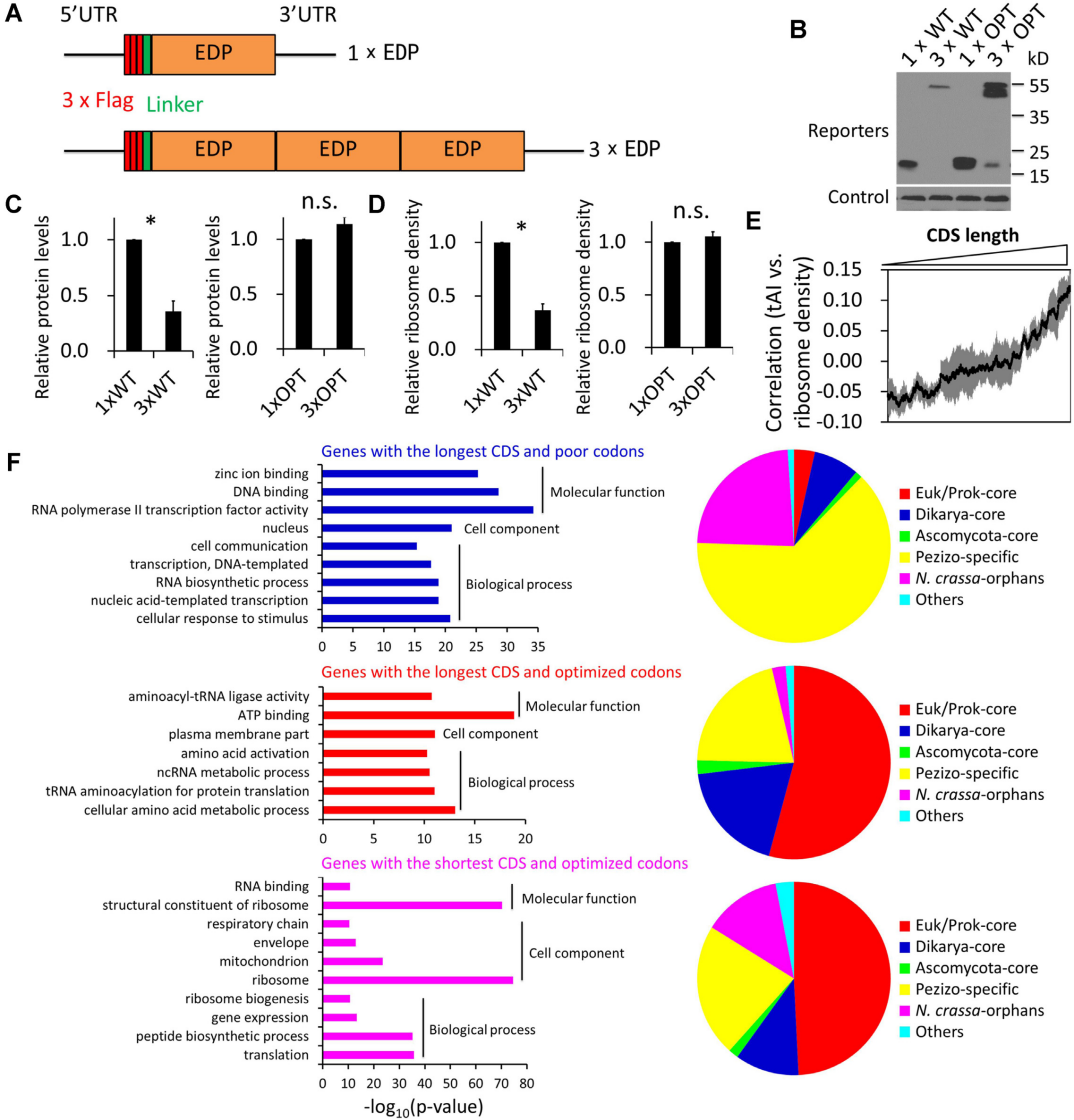
CDS length-dependent codon usage effect on protein expression and the separation of protein functions based on codon usage and CDS length. (**A**) Graphical depiction of the constructs used for the expression of the WT or OPT EDP reporters. The codon sequences for the N-terminal 3× Flag tag, the linker (8 × Gly) at the N terminus, the 5′-UTR and 3′-UTR are identical in all constructs. (**B**) Western blot analysis showing that the expression of the indicated EDP reporters. A nonspecific constitutive band detected by the anti-Flag antibody was used as the control. (**C**) Densitometric analyses of the relative EDP protein levels from three independent experiments. The WT and OPT reporters are compared separately and the level of 1× WT/OPT EDP protein was set as 1.0 for each panel. (**D**) Comparison of the relative ribosome density levels between the indicated reporter mRNAs. The relative ribosome density was measured by the relative RPFs normalized by the relative mRNA levels detected by qRT-PCR. The WT and OPT reporters are compared separately and the 1× WT/OPT EDP ribosome density level was set as 1.0 for each panel. Data in panel C and D are means with standard deviations (SD) (*n* = 3). * indicates *p* < 0.05 as determined by Student's two-tailed *t* test. n.s., not significant. (**E**) A line plot showing the correlations between codon usage (gene tAI) and ribosome density in 500-gene scanning windows as a function of CDS length (from short to long). (**F**) Left panels: Gene functional enrichment analyses showing the separation of protein functions based on codon usage and CDS length. Genes in the *N. crassa* genome were divided into different groups based on codon usage and CDS length (see Supplementary Figure S5). The most statistically enriched GO categories for genes in the indicated groups were shown. See Supplementary Table S2 for the complete list. Right panels: Pie charts showing the proportions of genes (corresponding to the left panels) classified into mutually exclusive lineage specificity groups based their conservation in other organisms.

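Ribosome-protected fragments (RPFs) were sequenced from the WT strains that carry the 4 EDP reporters, with 3 biological replicates per strain and 12 libraries in all. CHX, which blocks translation elongation, was present only in the lysate buffer (0.1 mg/ml). The authors mapped the RPF reads to CDS regions and deposited FPKM, interval bounds and coverage for each library separately. The libraries held 2741252 to 10035081 RPF reads on CDS regions (median 5995178). The replicates of each strain were merged, since the methods merge their raw reads, by averaging the FPKM with weights. The weight of a library was its median ratio of coverage to FPKM, which is proportional to its number of reads. Ribosome density was the RPF TPM over the mRNA TPM of the same strain, after adding a pseudocount of 0.1 TPM to both for the genome-wide analyses. The 6686 genes with a mean TPM of at least 1 in both assays over the WT and Δ*cpc-3* strains were tested. The median tested gene had 164.5 RPF reads and 58.75 mRNA reads per library, and 1.56% and 6.00% of the genes had fewer than 10. Replicates 1 and 2 of a WT strain differed by 1.87 to 2.13 times the variance that the number of reads alone gives, and replicate 3 differed from them by 2.97 to 5.45 times. NCU16635 took 10.0% to 25.4% of the RPF TPM in these libraries, and 0.30% to 0.80% of the sum of the interval midpoints. For the reporters the paper normalizes RPFs by mRNA levels from qRT-PCR, which were not used here. The mRNA-seq library of the same strain was used in their place, so the mRNA level of each reporter rests on 1 library.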

To determine whether codon usage affects translation efficiency in a CDS length-dependent manner, we performed ribosome profiling using the WT strains expressing the different reporter proteins. Ribosome profiling is a powerful approach for studying mRNA translation dynamics *in vivo* as it provides codon-level resolution of ribosome locations and ribosome occupancy on mRNAs (21,80,81). Ribosome density on a given mRNA can be determined by the number of its RPFs normalized by its RNA level within the CDS region, and can reflect the ribosome flux of that mRNA (80). The relative ribosome density on the WT 3× EDP mRNA was significantly lower than that on the WT 1× EDP mRNA (Figure 2D and Supplementary Figure S4B). 

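The RPF level on the reporter was 136 ± 7.41 TPM (SD, n = 3) in the WT strain with 1× WT-EDP and 55.0 ± 6.43 TPM (SD, n = 3) in that with 3× WT-EDP. This is a log2 difference of −1.31, and the replicates of the strains did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Over the 11 reporter comparisons made in the WT and Δ*cpc-3* strains, the Benjamini-Hochberg adjusted value was 0.11. The mRNA level was 111 TPM for 1× WT-EDP and 49.5 TPM for 3× WT-EDP, a log2 difference of −1.16. Ribosome density was therefore 1.23 ± 0.0669 (SD, n = 3) for 1× WT-EDP and 1.11 ± 0.130 (SD, n = 3) for 3× WT-EDP. For the log2 difference in density of −0.15 the replicates of the strains overlapped (exact permutation test, p = 0.3). RPF libraries of the 2 strains with the same replicate number deviated alike across genes, with a mean correlation of 0.158 against −0.0774 for different numbers. Taken as pairs, the log2 RPF differences were −1.31 ± 0.13 (SD, n = 3 pairs; exact sign-flip test, p = 0.25, the smallest p for 3 pairs). The paired log2 density differences were −0.15 ± 0.13 (SD, n = 3 pairs), with 3× WT-EDP lower in all 3 pairs (−0.29 to −0.02; exact sign-flip test, p = 0.25). The endogenous NCU05784 gene also has the WT codons, and in the WT strains with OPT reporters the entry with WT codons had RPF levels of 8.03 ± 0.632 TPM (SD, n = 3; 1× OPT-EDP) and 4.78 ± 0.722 TPM (SD, n = 3; 3× OPT-EDP). The interval midpoint, which was tried after seeing the data, moved the comparison most: the log2 difference was −0.67 in RPF and 0.01 in density. With the reads of both EDP entries, also tried after seeing the data, the log2 difference was −1.32 in RPF and −0.27 in density.

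**Figure D1:**
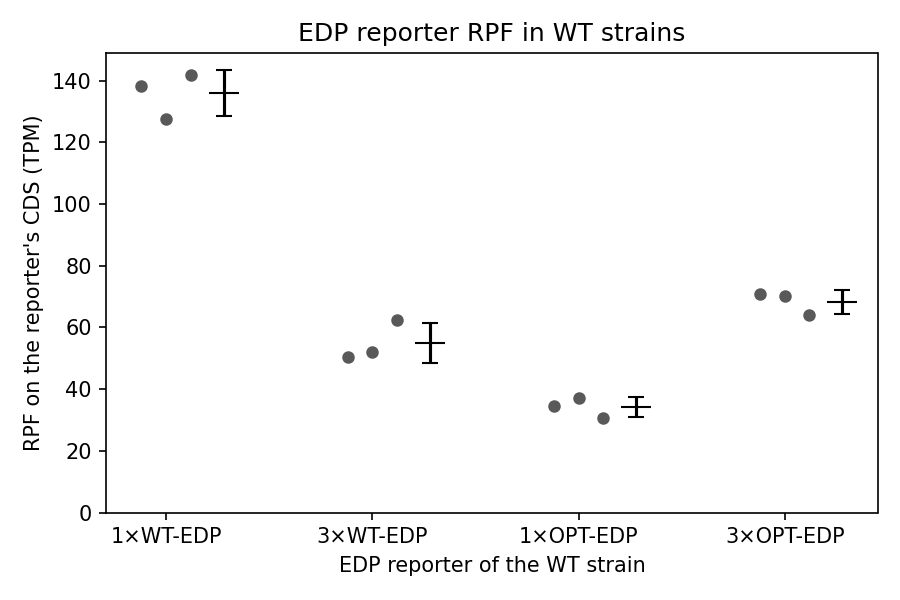
RPF level on the CDS of the EDP reporter, in TPM, for each replicate library of the 4 WT strains (points, 3 per strain), with the mean and SD of each strain beside them. The replicates with 1× WT-EDP lie between 127.6 and 141.9 TPM, above all replicates of the other strains, and those with 1× OPT-EDP lie between 30.8 and 37.1 TPM, below all of them. The 1× and 3× entries differ in length, so the gaps between them also depend on the length-dependent ratio of FPKM to interval midpoint.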

Note that the CDS regions of these two mRNAs have the identical codon usage profile. In contrast, the relative ribosome densities were comparable for the optimized (1 × OPT and 3 × OPT) mRNAs (Figure 2D and Supplementary Figure S4B). These results suggest that non-optimal codon usage preferentially inhibits translation of mRNAs with longer CDS regions. In addition, despite of the higher EDP protein levels for the OPT reporters, their ribosome densities were actually lower than that for the 1× WT reporter (Supplementary Figure S4B). 

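The optimized reporters had RPF levels of 34.2 ± 3.2 TPM (SD, n = 3) for 1× OPT-EDP and 68.3 ± 3.80 TPM (SD, n = 3) for 3× OPT-EDP in the WT strains. The log2 RPF difference of 1.00 was larger than the spread of the replicates (exact permutation test, p = 0.1). With the interval midpoint, chosen after seeing the data, this RPF difference was 1.64. The mRNA levels were 41.6 and 86.5 TPM, a log2 difference of 1.06. The ribosome densities were 0.822 ± 0.0770 (SD, n = 3) for 1× OPT-EDP and 0.789 ± 0.0439 (SD, n = 3) for 3× OPT-EDP, with overlapping replicates (log2 difference −0.06; exact permutation test, p = 0.5). Taken as pairs of the same replicate number, 3× OPT-EDP was also the lower in all 3 pairs (−0.06 ± 0.07, SD, n = 3 pairs; exact sign-flip test, p = 0.25). Under 2 alternatives chosen after seeing the data the density of 3× OPT-EDP was the higher, with a log2 difference of 0.32 for the interval midpoint and of 0.37 for the reads of both EDP entries. From the lower density of 3× than of 1× WT-EDP and the comparable densities of the optimized mRNAs, the paper proposes that non-optimal codons preferentially inhibit the translation of longer CDS.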

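Relative to 1× WT-EDP, the log2 difference of 1× OPT-EDP in the WT strains was −2.00 in RPF, −1.41 in mRNA and −0.58 in ribosome density. For 3× OPT-EDP it was −0.99 in RPF, −0.35 in mRNA and −0.64 in ribosome density. With 1× WT-EDP set as 1, the densities were 0.669 ± 0.0627 (SD, n = 3) for 1× OPT-EDP and 0.642 ± 0.0357 (SD, n = 3) for 3× OPT-EDP. Every replicate of both optimized reporters was below every replicate of 1× WT-EDP in density (exact permutation test for each, p = 0.1). For 1× OPT-EDP and 3× OPT-EDP, the interval midpoint gave log2 RPF differences of −1.89 and −0.25 and log2 density differences of −0.65 and −0.33.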

Because we previously showed that optimal codons can dramatically reduce ribosome densities on mRNAs in *Neurospora* due to increased elongation speed (21,23), this result suggests that the reduction of ribosome density caused by increased elongation speed due to codon optimization more than counters the increase of ribosome density caused by increased translation initiation efficiency.

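The tAI of the 3076 listed genes was set against log2 ribosome density in each of the 4 WT strains, without the reporter entries. The genes were ranked by CDS length from short to long. In each window of 500 genes the correlation across genes was Pearson's, and the windows were again summarized by their mean and SD over the 4 strains. The mean protein length rose from 179 aa in the first window to 1303 aa in the last.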

To examine the CDS length-dependent effect on translation genome-wide, we determined the ribosome densities within CDS regions of all predicted *Neurospora* genes using the ribosome profiling results of the WT strain and calculated the correlations between tAIs and ribosome densities as a function of CDS lengths. It is important to note that codon usage has a major impact on elongation rates and optimal codons can dramatically reduce ribosome densities on mRNAs in *Neurospora* (21,23). Thus, ribosome density measurement will overestimate the ribosome flux for mRNAs with poor codon usage and underestimate the flux for those with optimal codon usage. 

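In the window of the 500 shortest CDS the correlation between tAI and ribosome density was −0.0564 ± 0.0636 (SD, n = 4 strains), with values from −0.122 to 0.0288 in the single strains, so the mean was smaller than the spread between strains. The lowest window mean was −0.137, at a mean length of 260 aa.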

The correlations between gene tAIs and ribosome densities are weakly negative for short mRNAs (Figure 2E). As CDS length increases, however, the correlations gradually become positive, suggesting that optimal codon usage of long mRNAs positively correlates with ribosome density (Figure 2E). 

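In the window of the 500 longest CDS the correlation between tAI and ribosome density was 0.0234 ± 0.0147 (SD, n = 4 strains) and above 0 in all 4 strains. It was 0.0798 ± 0.0700 (SD, n = 4) higher than in the window of the shortest CDS, with this sign in 3 of the 4 strains (exact two-sided sign-flip permutation test, p = 0.25). The window means rose to at most 0.0341, at a mean length of 1247 aa, and 3.3% of the windows had a mean above 0. Across the overlapping windows, the window means rose with length (Spearman's coefficient 0.772). The difference between the longest and shortest CDS depended on the genes kept and on the scale. Among genes with a mean TPM of at least 10 it was −0.149, the largest shift, and with ribosome density on a linear scale it was −0.0100. With this minimum TPM, the correlation for the longest CDS itself was −0.209, from −0.248 to −0.136 in the single strains. It was −0.00789 with windows of 1000 genes and −0.00294 on the linear scale. Two-way it stayed above 0 with Spearman's coefficient (0.0452) and with all genes that had a value in either assay (0.0252). With the interval midpoint the correlation was 0.00334 for the shortest and 0.164 for the longest CDS. Because fast elongation lowers ribosome density, the paper reasons that a weak positive correlation for long CDS stands for a strong positive effect of optimal codons, and it concludes that codon optimality preferentially raises the ribosome flux of long mRNAs.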

Because optimal codons result in fast elongation rates which lower ribosome density, the weak positive correlation actually indicates a strong positive effect of optimal codon usage on ribosome flux. Thus, codon usage affects ribosome flux on mRNAs in a CDS length-dependent manner: codon optimality preferentially enhances translation efficiency/ribosome flux of long mRNAs. These results also indicate the existence of a feedback mechanism from translation elongation to regulate translation initiation.

### Codon usage and CDS length-dependent separation of gene functions in the genome

Because codon usage differentially affects protein expression level in a CDS length-dependent manner, we hypothesize that large proteins with critical functions would have optimal codon usage profiles to allow their efficient synthesis. To examine this, we grouped all predicted *N. crassa* genes based on their CBI values and CDS lengths and performed gene functional enrichment analyses for four different groups of genes (each with 1000 genes) (Supplementary Figure S5): (i) those with the longest CDS regions among those with strong codon usage biases (CBI ≥ 0.3), (ii) those with the longest CDS regions among those with non-optimal codon usage biases (CBI ≤ 0.15), (iii) those with the shortest CDS regions among those with strong codon usage biases and (iv) those with the shortest CDS regions among those with non-optimal codon usage biases. There was no significant functional enrichment (*P*-value < 1e−10) for genes in group (iv). In contrast, many genes with similar functions or in the same biological process were significantly enriched in the other three groups (Figure 2F, left panels and Supplementary Table S2). As predicted, the genes with long CDS regions and optimal codon usage are enriched for functional categories associated with essential cellular processes such as amino acid activation and amino acid metabolic process, tRNA aminoacylation, plasma membrane components, and non-coding RNA metabolic process (Figure 2F left panels and Supplementary Table S2). In contrast, the genes with the long CDS regions and poor codon usage profiles are mostly enriched for functional categories involved in the responses to environmental stimulus, cell communication, and transcriptional regulation (Figure 2F left panels and Supplementary Table S2). The genes with the shortest CDS regions and optimal codons are significantly enriched for functional categories related to translation, ribosomal proteins and ribosome biogenesis, mitochondrial components and respiratory chain (Figure 2F, left panels and Supplementary Table S2).

We also classified the genes of the three groups in Figure 2F, left panels into six mutually exclusive lineage specificity groups based their conservation in other organisms (82): (i) eukaryote/prokaryote-core (genes with homologs in non-fungal eukaryotes and/or prokaryotes), (ii) dikarya-core (genes with homologs in *Basidiomycota* and *Ascomycota* species), (iii) *Ascomycota*-core, (iv) *Pezizomycotina*-specific, (v) *N. crassa*-orphan genes and (vi) others (genes with homologs identified in prokaryotes or non-fungal eukaryotes in addition to *Pezizomycotina*, but not in members of the *Basidiomycota*, *Saccharomycotina* or *Taphrinomycotina*). As shown in the right panels of Figure 2F, the genes with long CDS regions and optimal codon usage are mostly genes in class (i) and (ii), indicating that they are conserved beyond fungi and likely have functions critical for cell survival. In contrast, the genes with long CDS regions and poor codon usage profiles are mostly *N. crassa*-specific and *Pezizomycotina*-specific. Systematic deletion studies of *Neurospora* genes previously revealed that the essential genes are mostly genes that are conserved beyond fungi, while the *Neurospora*-specific genes are not critical for cell survival (65). Together, these results are consistent with our hypothesis that optimal codon usage is a mechanism that allows large proteins required for critical cellular functions to be efficiently produced.

### Ribosome stalling at a stage between pre-accommodation and pre-translocation induces eIF2α phosphorylation

The effect of codon usage on ribosome flux suggests that codon usage-dependent elongation can feedback to regulate translation initiation under nutrient replete growth conditions. Phosphorylation of eIF2α is an important regulatory mechanism of translation initiation, and is known to be induced by many types of stress conditions to result in global inhibition of translation initiation of many mRNAs (42–44,50). Since codon usage has been shown to play an important role in determining elongation speed and rare codons cause ribosome pausing with empty A site in *Neurospora* (21,23), we first examined whether ribosome stalling can trigger eIF2α phosphorylation by using different pharmacological inhibitors that can block translation elongation at different steps of the eukaryotic translation elongation cycle (Figure 3A).

**Figure 3.**
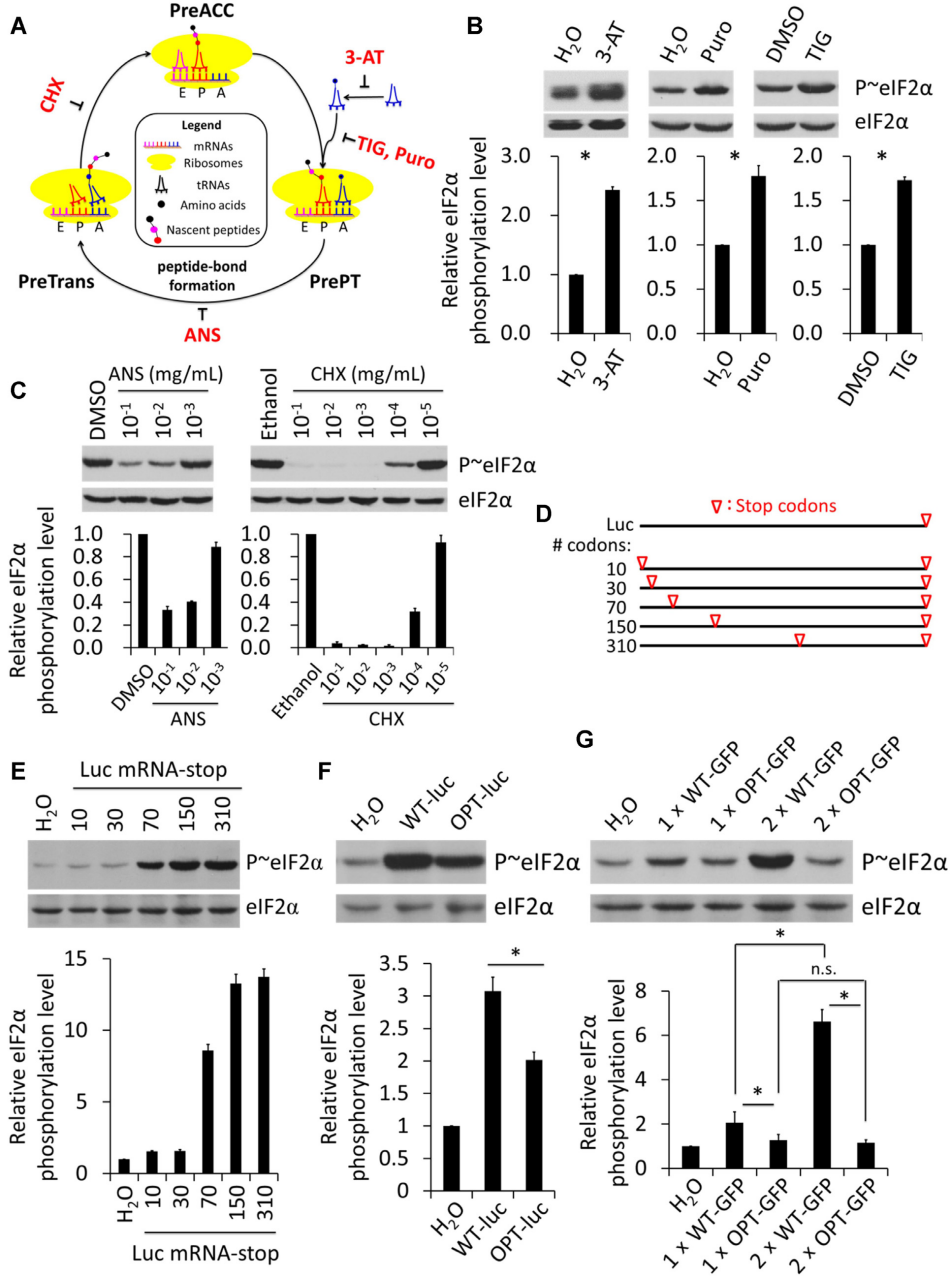
eIF2α phosphorylation can be induced by either translation inhibitors or poor codon usage in a CDS length-dependent manner. (**A**) Schematic representation of the eukaryotic translation elongation cycle and the effects of the indicated chemical inhibitors of translation. PreAcc, pre-accommodation; PrePT, pre-peptide bond formation; PreTrans, pre-translocation. (**B**, **C**) Western blot analyses and their quantifications showing the relative levels of eIF2α phosphorylation and eIF2α after treating the WT *Neurospora* cultures with the indicated inhibitors for 20 min. For experiment in each panel, equal amount of solvent used for dissolving the corresponding chemical was used as control. (**D**) Schematic diagram of the luciferase mRNA-stop constructs used for *in vitro* transcription to synthesize luciferase mRNAs with an in-frame stop codon at different indicated codon positions after the start codon within its CDS. (**E−G**) Western blot analyses and their quantifications showing the relative levels of eIF2α phosphorylation and eIF2α in the *Neuropsora in vitro* translation products. The indicated mRNA templates were translated in the *Neurospora in vitro* translation extracts for 15 min before the reactions were stopped. Data are means with SD (*n* = 3). *P < 0.05, as determined by Student's two-tailed *t* test.

We first treated *Neurospora* cultures with 3-AT, a competitive inhibitor of the product of *his-3* gene, which results in accumulation of uncharged tRNAs and cellular amino acid starvation. This treatment resulted in a significant elevation of eIF2α phosphorylation (Figure 3B). Puromycin (Puro, tyrosyl-tRNA-like) and tigecycline (TIG, tetracycline-like) can cause ribosome stalling at the stage between pre-accommodation and pre-translocation in the translation elongation cycle (83–85) (Figure 3A). Treatment of *Neurospora* cultures with either agent also enhanced eIF2α phosphorylation *in vivo* (Figure 3B). In contrast, treatments with anisomycin (ANS) and cycloheximide (CHX), which inhibit peptide bond formation and translocation, respectively, resulted in dramatic dose-dependent decreases of eIF2α phosphorylation (Figure 3C). These results suggest that ribosome stalling at the stage between pre-accommodation and pre-translocation but not at other stages of the elongation cycle induces eIF2α phosphorylation. This phenomenon may be caused by distinct ribosome conformations when ribosomes stall at different functional states. Consistent with this notion, alteration of ribosome conformation at distinct elongation states caused by CHX, TIG and ANS treatments was previously demonstrated experimentally (84). During the preparation of this manuscript, a similar conclusion on the effects of some of these inhibitors was also reached in yeast (86).

### Induction of eIF2α phosphorylation by mRNA translation is dependent on CDS length and codon usage

Although eIF2α phosphorylation can be induced by treatment of cultures with translation inhibitors, it is not clear whether it can be regulated by codon usage or CDS length under normal growth (nutrient replete) conditions. To examine these possibilities, we took advantage of the *Neurospora* cell free *in vitro* translation system that was previously shown to accurately reflect protein translation *in vivo* (21,87,88). Cellular mRNAs were depleted from this system by micrococcal nuclease digestion so that the translation of a single species of mRNAs and its impact on eIF2α phosphorylation can be examined. We synthesized a series of capped and polyadenylated WT *luciferase* (*luc*) mRNAs with an in-frame stop codon at different positions ranging from the 10th codon to 310th codon from the start codon (Figure 3D). Quantification of eIF2α phosphorylation after translation of these mRNAs revealed that there was a CDS length-dependent effect on eIF2α phosphorylation: mRNAs with long CDS regions result in higher level of eIF2α phosphorylation than those with short CDS regions (Figure 3E).

To determine whether eIF2α phosphorylation is dependent on codon usage, we evaluated the eIF2α phosphorylation level in the presence of the WT *luc* mRNA or the OPT *luc* mRNA. As expected, the translation of the WT mRNA resulted in a significantly higher level of eIF2α phosphorylation than the translation of the OPT version (Figure 3F and Supplementary Figure S6A). To confirm that this result is not gene specific, we synthesized and translated the WT or OPT versions of mRNAs encoding one or two copies of the *GFP* CDS regions (1 × GFP and 2 × GFP, respectively) (Supplementary Figure S6B). Both of the WT *GFP* mRNAs induced significantly higher levels of eIF2α phosphorylation than the OPT mRNAs (Figure 3G). Strikingly, the induction of eIF2α phosphorylation by the WT 2× GFP was much higher than that by the WT 1× GFP, while the OPT 2× GFP mRNAs had little effect on eIF2α phosphorylation compared to the OPT 1× GFP. Together, these results demonstrate that translation elongation can induce eIF2α phosphorylation in a CDS length-dependent and codon usage-dependent manner in the absence of translation stress. Thus, codon usage and CDS length can potentially regulate translation initiation by affecting eIF2α phosphorylation.

### Loss of eIF2α kinase CPC-3 preferentially up-regulates protein expression for mRNAs with long CDS and poor codon usage

eIF2α phosphorylation does not have to cause global down-regulation of translation initiation (44,50). Our findings that eIF2α phosphorylation depends on codon usage and CDS length in the absence of translation stress suggest that this is an elongation-dependent feedback mechanism that may alter translation efficiency of specific mRNAs. We hypothesize that long mRNAs and those enriched with rare codons cause local accumulation of phosphorylated eIF2α, resulting in specific rather than a general suppression of mRNA translation. *cpc-3* (*cross pathway control-3*, NCU01187) encodes the *Neurospora* homolog of the yeast and mammalian GCN2, and is the only known kinase responsible for eIF2α phosphorylation in *Neurospora* (52). As expected, eIF2α phosphorylation is completely abolished in the Δ*cpc-3* strain (Supplementary Figure S1). We compared the expression of the four EDP reporters described above in the WT and Δ*cpc-3* strains. Although the deletion of *cpc-3* did not affect the expression levels of the WT or OPT 1×EDP or OPT 3×EDP, it significantly increased the protein level of the WT 3×EDP (Figure 4A, B and Supplementary Figure S7). These results suggest that eIF2α phosphorylation preferentially inhibits the translation of long CDS mRNAs with poor codon usage, resulting in their specific translation inhibition rather than a general translation inhibition. Although deletion of *cpc-3* increased the protein level of WT 3× EDP, its level was still lower than that of the WT 1xEDP level (Supplementary Figure S7), suggesting that the effect of CDS length on protein abundance is determined by both CPC-3-dependent and CPC-3-independent mechanisms. A CPC-3-independent mechanism may be involved in the negative influence of CDS length on translation due to less efficient ribosome recycling for mRNAs with long CDS than for short CDS mRNAs (39,41). It should also be noted that the negative effect of ‘CDS length’ on protein level depends on codon usage, because unlike the WT reporters, the protein levels of the 1× OPT and 3× OPT EDP are comparable (Figure 4A and Supplementary Figure S7), which is consistent with the proteomic data analysis results (Figure 1). This result indicates that the negative effect of CDS length on protein production is attenuated for mRNAs with optimal codon usage.

**Figure 4.**
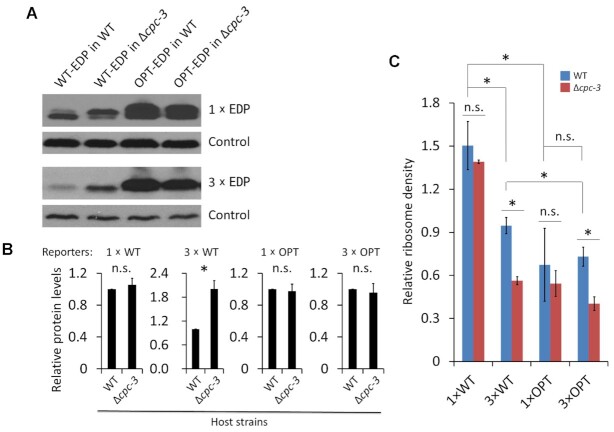
Codon usage and CDS length-dependent effect on protein expression level in the Δ*cpc-3* strain. (**A**) Western blot analysis results showing the expression levels of the Flag-tagged 1× EDP (WT or OPT) and 3× EDP (WT or OPT) reporters in the WT or Δ*cpc-3* strains. A nonspecific constitutive band detected by the anti-Flag antibody was used as the control. (**B**) Densitometric analyses of the western blot results of the EDP levels from three independent experiments described above. The EDP protein level in the WT strain for each panel was set as 1.0. (**C**) Comparison of the relative ribosome density levels between the indicated reporter mRNAs in the WT strain and the Δ*cpc-3* strain. The relative ribosome density was measured by the relative RPFs normalized by the relative mRNA levels detected by qRT-PCR. Data in panel B-C are means with SD (*n* = 3). * indicates *P* < 0.05 as determined by Student's two-tailed *t* test. n.s., not significant.

### Deletion of *cpc-3* resulted in a decrease of ribosome density of the reporter mRNAs with long CDS

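The Δ*cpc-3* strains lack the eIF2α kinase CPC-3 and carry the same 4 EDP reporters. Ribosome profiling of them gave 13 libraries, 4 with 1× WT-EDP and 3 with each of the other reporters, and mRNA-seq gave 1 library per strain. The RPF libraries held 1270403 to 7058911 reads on CDS regions (median 3986405), with a lower median than in the WT strains, and the mRNA libraries 1260506 to 1747779 reads (median 1474706). The *cpc-3* gene (NCU01187) lies on chromosome V of the NC12 assembly from 3169106 to 3175037 and has a CDS of 4941 nt. Its RPF level was 5.81 to 7.69 TPM in the WT libraries and 0 to 0.117 TPM in the Δ*cpc-3* libraries. Its mRNA level was 8.20 to 12.6 TPM in the WT and 0.129 to 0.614 TPM in the Δ*cpc-3* libraries. NCU16635 took 23.4% to 38.3% of the RPF TPM in the Δ*cpc-3* libraries, and 0.66% to 1.23% of the sum of the interval midpoints. Among replicates 1, 2 and 3 of a Δ*cpc-3* strain the variance was 1.67 to 2.67 times that of sampling alone, but replicate 4 with 1× WT-EDP differed from the other three by 21.6 to 25.3 times. The ratio of FPKM to interval midpoint also varied between groups of libraries. In the class of the longest CDS its median was 0.911 to 0.952 in replicates 1 and 2 of the WT strains, 1.002 to 1.006 in replicate 3 of the WT strains and 0.878 to 0.92 in replicates 1, 2 and 3 of Δ*cpc-3* with 1× WT-EDP. It was 0.72 in replicate 4 of that strain and 0.687 to 0.76 in the 9 libraries of the other Δ*cpc-3* strains. In 3 of the 4 reporter backgrounds all Δ*cpc-3* libraries thus differed from the WT libraries in this ratio, so there it cannot be told apart from the strain. In the mRNA libraries of both strains it was 0.997 to 1.00.

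**Figure D2:**
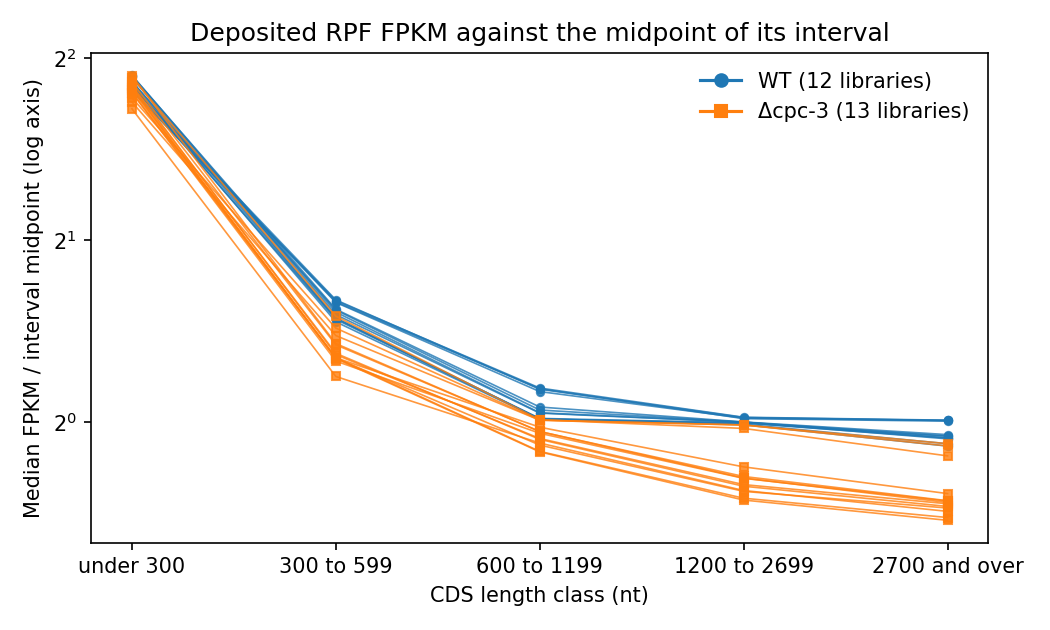
Median ratio of the deposited RPF FPKM to the midpoint of its interval (vertical axis, log scale) in classes of CDS length in nt (horizontal axis), with one line for each of the 12 WT and 13 Δ*cpc-3* RPF libraries. The lines lie close together for CDS under 300 nt and part for longer CDS, where 10 Δ*cpc-3* libraries fall to between 0.687 and 0.76.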

To understand how CPC-3 influences translation *in vivo*, we also performed ribosome profiling experiment in the Δ*cpc-3* strains expressing the different EDP reporters under nutrient replete condition and compared the relative ribosome density of the EDP reporter mRNAs in the WT and Δ*cpc-3* strains by normalizing the number of RPFs on CDS regions with mRNA levels. Consistent with the result in Figure 2D, the relative ribosome density of 3× WT EDP was significantly decreased compared to that of the 1× WT EDP in the WT strain, while that of 3 × OPT EDP is comparable to that of 1× OPT EDP (Figure 4C). In addition, the ribosome densities of 1× and 3× WT EDP mRNAs were both significantly higher than that of their OPT counterparts in the WT strain (Figure 4C), indicating that codon optimization results in faster translation elongation speed, which reduced ribosome density despite the strong up-regulation of OPT mRNA translation (21). 

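Whether the number of EDP copies acted differently on WT and OPT codons in the WT strain was examined with the log2 RPF differences between 3× and 1× libraries of the same replicate number, which were permuted between the codon versions, a test chosen after seeing the data. The log2 RPF difference between 3× and 1× was lower by 2.31 for WT-EDP than for OPT-EDP (SD 0.15, n = 3 pairs; exact permutation test, p = 0.1, the smallest p it allows). The single differences were −1.45 to −1.18 for WT-EDP and 0.92 to 1.05 for OPT-EDP. In ribosome density the corresponding difference was −0.09 (−0.31 with the interval midpoint and −0.64 with the reads of both NCU05784 entries, alternatives chosen after seeing the data), because the mRNA levels of the reporters differed in the same direction as their RPFs. With each replicate left out in turn, the log2 density difference between 3× and 1× stayed between −0.24 and −0.09 for WT-EDP and between −0.13 and 0.01 for OPT-EDP.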

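Among the 3× reporters in the WT strain, the RPF level on 3× OPT-EDP was above that on 3× WT-EDP by a log2 difference of 0.32, and its mRNA level by 0.81. Ribosome density was accordingly lower on 3× OPT-EDP, by a log2 difference of −0.49, and each of its 3 replicates was below each of the 3 replicates of 3× WT-EDP (exact permutation test, p = 0.1). With the interval midpoint this log2 density difference was −0.34.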

Surprisingly, compared to the WT strain, the relative ribosome density of the 3× WT EDP but not 1× WT EDP was significantly decreased in the Δ*cpc-3* strain (Figure 4C). 

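For 1× WT-EDP, the RPF level in the Δ*cpc-3* strain was 263 ± 32.9 TPM (SD, n = 4) and the mRNA level 196 TPM. Compared to the WT strain, the log2 RPF difference was 0.95 (exact two-sided permutation test, p = 0.057, the smallest p that 4 against 3 allow) and the log2 mRNA difference was 0.82. Its ribosome density of 1.34 ± 0.168 (SD, n = 4) differed from the WT strain by less than the replicate spread (log2 difference 0.12; exact permutation test, p = 0.343). This log2 difference was 0.28 with CDS under 300 nt left out and 0.11 with the interval midpoint, both chosen after seeing the data. For 3× WT-EDP, the RPF level in the Δ*cpc-3* strain was 123 ± 4.06 TPM (SD, n = 3) and the mRNA level 185 TPM. Compared to the WT strain, the log2 difference was 1.17 in RPF (exact permutation test, p = 0.1) and 1.90 in mRNA. Its ribosome density of 0.666 ± 0.0220 (SD, n = 3) was below every WT replicate, with a log2 difference of −0.73 (exact permutation test, p = 0.1). With the interval midpoint, chosen after seeing the data, this log2 difference was −0.36. The median log2 density change of all tested genes was −0.31 in the strains with 1× WT-EDP and −0.52 in those with 3× WT-EDP. Relative to these medians, density changed by 0.43 on 1× WT-EDP and by −0.21 on 3× WT-EDP, and with the interval midpoint the second value was −0.00395. Within the Δ*cpc-3* strain, ribosome density was lower on 3× than on 1× WT-EDP by a log2 difference of −1.0 (exact permutation test, p = 0.057). With the interval midpoint it was lower by a log2 difference of −0.46. The density changes of the 2 reporters in the Δ*cpc-3* strain differed by −0.85, and by −0.47 with the interval midpoint, a difference that was not tested. The tests of density reflect the spread of the RPF libraries only, because each mRNA level rests on 1 library. The same difference in RPF was 0.22, and 0.15 ± 0.17 (SD, n = 3) over pairs of the same replicate number (exact permutation test of the paired differences, p = 0.2). It was 0.63 with the interval midpoint, chosen after seeing the data, and 0.51 over these pairs (exact permutation test, p = 0.1, the smallest p it allows). From the raised 3× WT-EDP protein and its lowered ribosome density, the paper proposes that CPC-3 also preferentially slows elongation on mRNAs with long CDS and poor codon usage.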

The up-regulation of 3× WT EDP protein level but a decrease of ribosome density on its mRNA in the Δ*cpc-3* strain suggests that, in addition to its role on translation initiation, CPC-3 may also have a role that preferentially inhibits translation elongation on mRNAs with long CDS and poor codon usage. As a result, the increase of elongation speed on 3× WT EDP mRNA in the Δ*cpc-3* strain more than counters the effect of the increase of translation initiation, resulting in a decrease of ribosome density.

### CPC-3 slows down translation elongation rate in a codon usage-dependent manner

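Ribosome densities of the 4 WT and 4 Δ*cpc-3* strains were compared gene by gene, with the 4 reporter backgrounds as replicates of each strain as in the methods. Log2 ribosome density was tested in limma, which moderates the variance of each gene over all genes, with Benjamini-Hochberg adjustment over the 6686 tested genes. A gene was called when its adjusted p was under 0.05 and the ratio of its average densities was above 2 or under 0.5. The 8 densities of a gene rest on 25 RPF and 8 mRNA libraries. On simulated data with 200 changed genes among 6686, these steps recovered 173 (86.5%) and made 7 wrong calls, and with no changed gene they made 0 calls. The simulated changes were all more than 2-fold, in both directions, with independent noise for each gene and strain. No shift common to all genes and no length-dependent difference between the strains was simulated. The simulation therefore does not show how such differences affect the calls.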

To confirm our conclusion above and determine the effect of CPC-3 genome-wide, we calculated the gene-specific ribosome densities for all predicted *Neuropsora* genes using the ribosome profiling and accompanying RNA-seq results of the WT and Δ*cpc-3* strains. We found that among genes with more than 2-fold changes (FDR < 0.05) in ribosome density in the Δ*cpc-3* strain compared to the WT strain, 98% genes had a decreased ribosome density whereas only 2% had an increased ribosome density (Figure 5A). 

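Of 970 called genes, 946 had a lower and 24 a higher ribosome density in the Δ*cpc-3* strain. Lower genes were therefore 97.53% of the called genes (95% Wilson interval 96.3% to 98.3%, which covers counting error only). An adjusted p under 0.05 without the fold criterion was found for 2652 genes, of which 140 were higher and the rest lower. The median log2 density change of the tested genes was −0.51. Averaged over the backgrounds, the median log2 change was −0.19 in RPF TPM and 0.24 in mRNA TPM. TPM sum to the same total in every library, so this median also depends on the share of the total that the most abundant CDS take. After centring each background on its median, the alternative that moved the result most, 179 genes were lower and 169 higher (51.4% lower). The 5 called genes with the largest decrease in all 4 backgrounds were NCU09479, NCU04816, NCU09075, NCU06509 and NCU09525, with log2 density changes from −6.13 to −4.50. NCU06509 on chromosome III (1684235 to 1686342) fell in density from 1.06 ± 0.453 (SD, n = 4) to 0.0441 ± 0.0185 (SD, n = 4), with a log2 change of −4.61 (standard error 0.38, adjusted p = 4.0e-04 from limma). Its RPF TPM went from 15.2 ± 2.46 to 2.42 ± 1.14 and its mRNA TPM from 16.4 ± 7.01 to 57.1 ± 6.21. The other four had 0 to 1.35 mRNA TPM on average in the WT strains, and NCU04816 and NCU09075 were listed at 0 mRNA TPM in all of them, so their densities rest on the pseudocount. The 5 called genes with the largest increase were NCU04269, NCU10897, NCU08051, NCU07626 and NCU08179, with log2 changes from 2.35 to 1.62. NCU08051 on chromosome I (102314 to 105940) rose in density from 0.188 ± 0.0507 to 0.73 ± 0.0316 (SD, n = 4 each), with a log2 change of 1.99 (standard error 0.20, adjusted p = 9.5e-04 from limma). The WT strains had on average 0.415 RPF TPM on NCU08051 and 0.122 RPF TPM on NCU04269, near the pseudocount. With a pseudocount of 1 their log2 changes were 0.95 and 0.90, and without one 2.27 and 3.10. NCU10897 had the widest range among these genes, from 0.08 to 5.13 in the 4 backgrounds. The adjusted p stayed under 0.05 in 7 of 14 alternatives for NCU09525 and in 7 of 15 for NCU10897. The β-tubulin gene *Bml* (NCU04054, chromosome VI) had a log2 change of −0.36 (standard error 0.13, adjusted p = 0.0591 from limma) and was not called. Its change was 0.15 after centring and 0.26 with the interval midpoint. The residual values of *cpc-3* itself gave −0.86, from a mean of 0.299 mRNA TPM in the Δ*cpc-3* strains, and 0.25 with a pseudocount of 1. From the increase in general translation in the Δ*cpc-3* strain together with the reduced ribosome densities, the paper proposes that the elongation rate is raised more than enough to counter the effect of increased initiation on ribosome density.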

To further confirm this result, we also performed polysome profiling experiments, which showed that the ratio of polysomes/monosome in the Δ*cpc-3* strain was lower than that in the WT strain (Supplementary Figure S8A and B), consistent with the ribosome profiling result.

**Figure 5.**
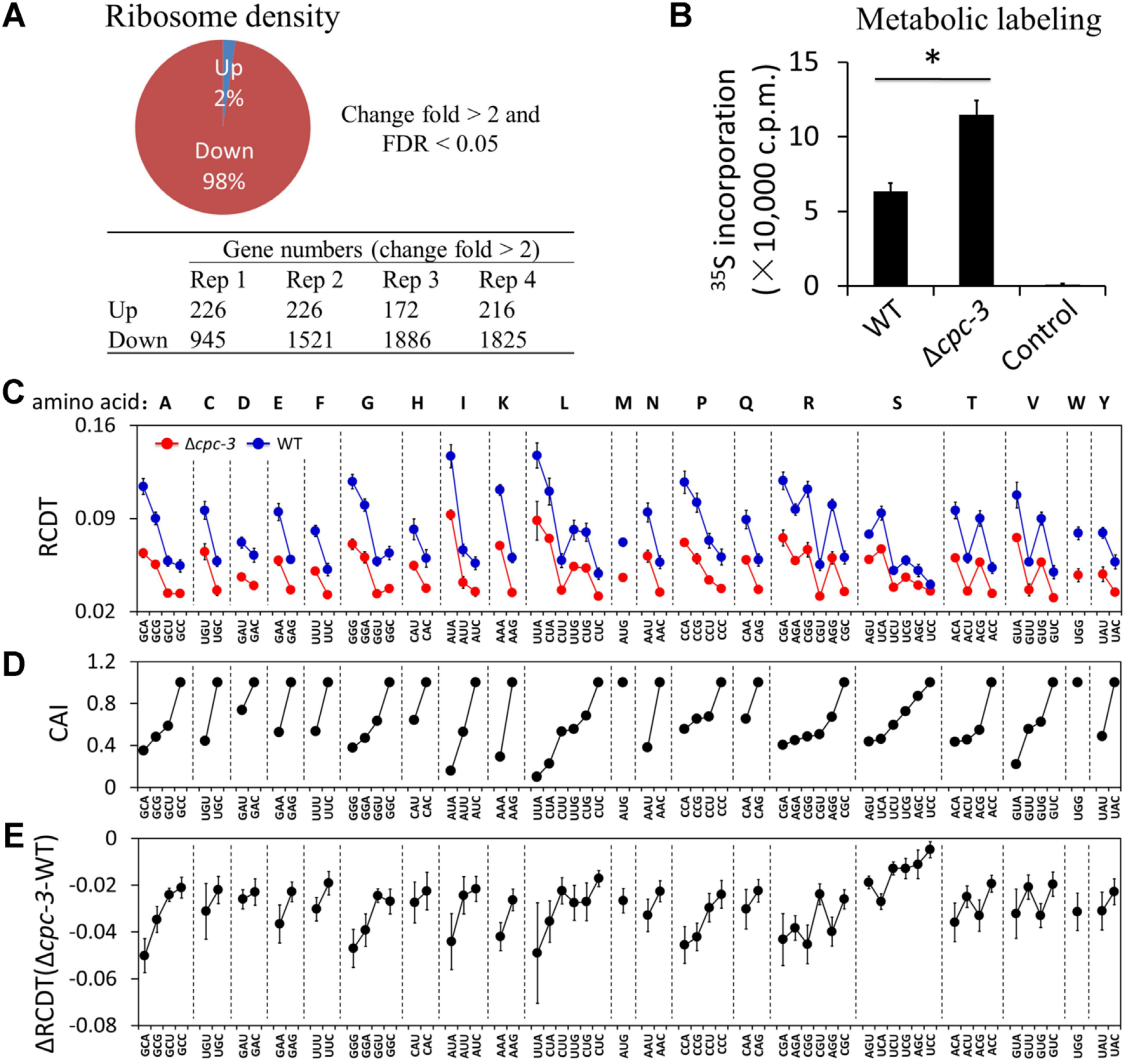
Ribosome profiling results show that CPC-3 slows down codon decoding rates in a codon usage-dependent manner. (**A**) Upper panel: A pie chart showing the percentages of mRNAs with reduced (red) or increased (blue) ribosome densities on mRNAs in the Δ*cpc-3* strain comparing to the WT strain. Genes with significantly increased and decreased ribosome density were identified by using the following cut-off: the change fold of the average of the four replicates >2 and FDR <0.05. The *P*-values for the four replicates were determined by Student's two-tailed *t* test, which were further adjusted by FDR. Lower panel: A table showing the numbers of genes with change fold of ribosome density >2 (up- or down-regulated) in the four replicates. (**B**) Metabolic labeling experiment indicated an increased global protein synthesis rate in the Δ*cpc-3* strain. ^35^S-Methionine was added into the cultures for 45 min before sample collection. For the control culture, CHX (a final concentration of 0.1 mg/ml) was added 2 min before adding ^35^S-methionine. Data are means with SD (*n* = 3). * *P* < 0.05; as determined by Student's two-tailed *t* test. (**C**) Comparison of RCDTs in the WT and Δ*cpc-3* strains (*n* = 3). (**D**) The CAI values of the corresponding codons in each codon family. (**E**) Quantification of the differences of RCDTs between the Δ*cpc-3* strain and the WT strain showed that CPC-3 preferentially impacts the elongation rates of rare codons in each codon family. Data are means with SD (*n* = 3).

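By reporter background, the numbers of tested genes with a more than 2-fold lower ribosome density in the Δ*cpc-3* strain were 985 (1× WT-EDP), 1619 (3× WT-EDP), 1949 (1× OPT-EDP) and 1742 (3× OPT-EDP), on average 1574 ± 415 (SD, n = 4 backgrounds). The numbers with a more than 2-fold higher density were 232, 236, 226 and 272 in the same order, on average 241.5 ± 20.7 (SD, n = 4). The share of tested genes with any decrease was 70.0% to 81.6%. In the background with 1× WT-EDP, replicates 1, 2 and 3 of Δ*cpc-3* together gave 901 lower genes and replicate 4 alone gave 1868, with median log2 changes of −0.25 and −0.56. After centring, the averages over the backgrounds were 609.25 lower and 619.75 higher genes.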

The global decrease of ribosome densities on mRNAs in the Δ*cpc-3* strain is unexpected due to the well-established role of CPC-3 and eIF2α phosphorylation in inhibiting translation initiation. To confirm the inhibitory role of CPC-3 and eIF2α phosphorylation in translation, we performed ^35^S-methionine pulse labeling experiment to compare the overall translation efficiencies between the WT and Δ*cpc-3* strains grown at 30°C. As expected, the Δ*cpc-3* strain had a significant increase of ^35^S-methionine incorporation level than the WT strain (Figure 5B), indicating that CPC-3 and eIF2α phosphorylation indeed inhibit general translation efficiency in *Neurospora*. Just like what we found for the 3× WT EDP reporter mRNA, the increase of general translation efficiency but reduction of ribosome densities on most of mRNAs in the Δ*cpc-3* strain suggests an overall increased translation elongation rate in the Δ*cpc-3* strain that can more than counter the effect of the increase of translation initiation on ribosome density.

To determine the role of CPC-3 in translation elongation rate, we calculated the RCDTs for all 61 amino acid-encoding codons in the WT and Δ*cpc-3* strains using the ribosome profiling results. Consistent with our previous studies (21,23,58), there was a clear codon usage bias in RCDTs for all codon families in the WT strain. The most preferred synonymous codon was always the one with the lowest RCDT in each codon family, while rare codons had the highest RCDTs (Figure 5C and D). Although the codon usage biases in RCDTs did not change in the Δ*cpc-3* strain, RCDTs were reduced for all codons (Figure 5C and D). This indicates that there was a global increase in translation elongation rate in the Δ*cpc-3* strain, resulting in the decreased ribosome density on most mRNAs despite the increase of translation initiation. We next examined whether the effect of CPC-3 on translation elongation is codon usage-dependent. We observed that the decrease of RCDTs in the Δ*cpc-3* strain compared to the WT strain was always greater for the rare codons than for the most preferred codons in all codon families (Figure 5E), indicating that CDC-3 preferentially slows translation elongation at rare codons.

To further confirm this conclusion, we utilized the *Neurospora* cell-free translation system and the WT and OPT luciferase reporters, which was previously used to demonstrate the codon usage effect on elongation speed (21). Because luciferase is known to be folded co-translationally and becomes functional within a few seconds after the completion of translation, the time of first appearance (TFA) values of luciferase signal for the WT and OPT *luc* mRNAs reflect differences in translation elongation rates (21,58,89). In addition, translation initiation time was previously estimated to be less than several seconds (37,47,90). Thus, the TFA changes should reflect changes in elongation rates. Similar to what we reported previously (21), the TFA of the OPT *luc* mRNA was significantly shorter than that of the WT *luc* in the WT extracts (Figure 6A and B). In the Δ*cpc-3* extracts, the TFA values of both WT and OPT *luc* mRNAs were reduced, confirming the effect of CPC-3 on translation elongation. Importantly, the impact of loss of CPC-3 on translation elongation rate was clearly codon usage-dependent: The TFA was significantly faster (by ∼40 s) for the WT *luc* mRNA in the Δ*cpc-3* extracts than in the WT extracts, but for the OPT *luc* mRNA, the TFA was only marginally reduced in the Δ*cpc-3* extracts and was not statistically different from that in the WT extracts (Figure 6A and B).

**Figure 6.**
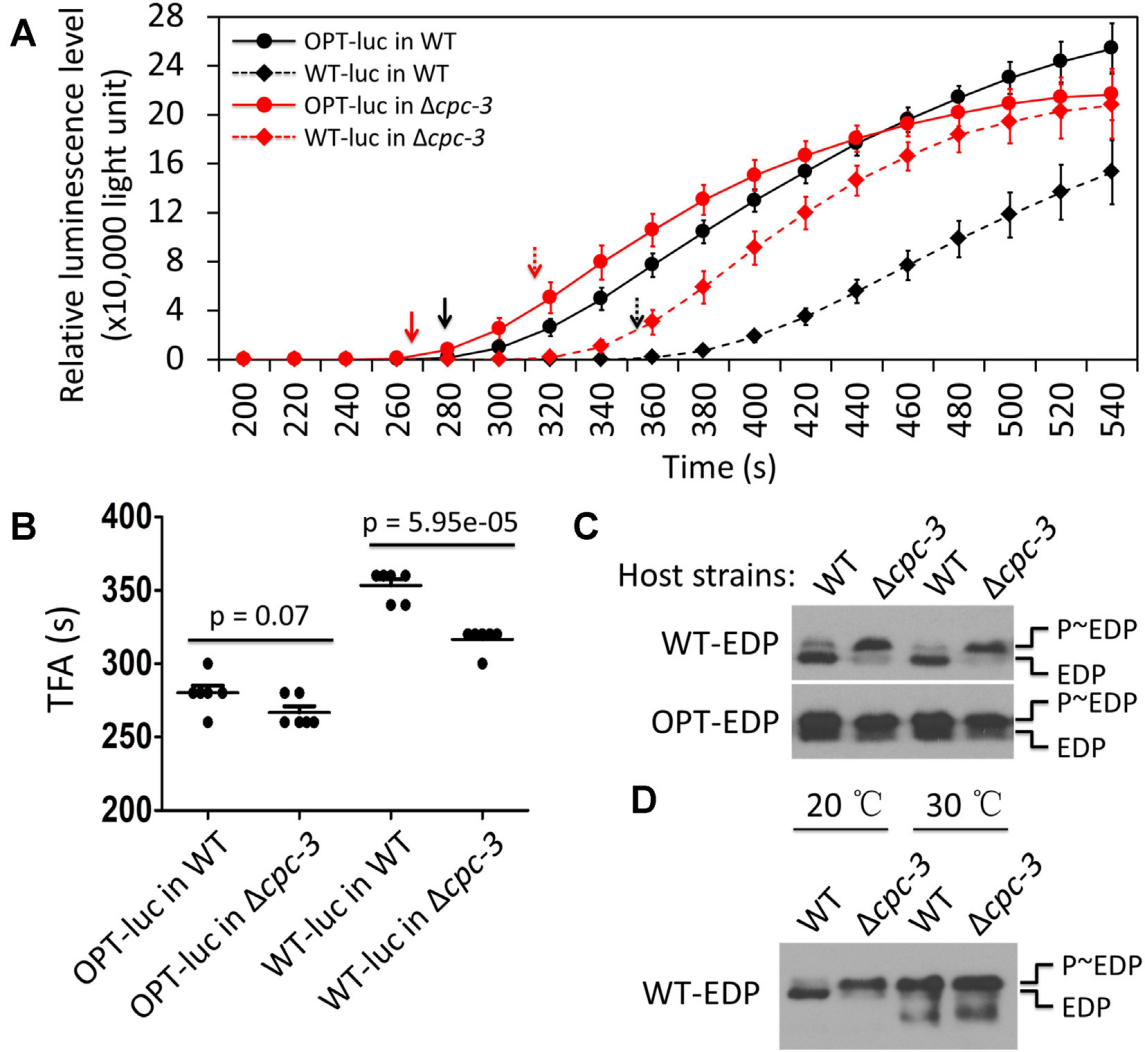
Codon usage-dependent increase of translation elongation rate in the Δ*cpc-3* strain demonstrated by *in vitro* translation assay and an *in vivo* protein phosphorylation reporter. (**A**) *In vitro* translation experiments of the indicated strains using the *Neurospora* cell-free translation system showed the comparison of the temporal profiles of luciferase signal level of different luciferase mRNAs at 26°C. The arrows indicate the TFAs of the luciferase signal for indicated mRNAs. Data are represented as mean ± SD. (**B**) Scatter plots comparing the TFAs between the indicated *Luc* mRNAs in the WT or Δ*cpc-3* lysates (n = 6). Means indicated by horizontal bars. P-values was shown, as determined by Student's two-tailed *t* test. (**C**) Western blot analysis results showing that the EDP phosphorylation profiles of the indicated reporters were determined by codon usage and host strains. The phosphorylated and un-phosphorylated EDP bands were indicated. (**D**) Western blot analysis results showing that high temperature promotes the EDP phosphorylation of the WT-EDP reporter in the WT strain.

When the WT 1× EDP reporter was expressed in the WT strain, we noticed that there were several protein species with different mobilities in SDS-PAGE gel (Figure 4A). Phosphatase treatment of the protein extracts indicated that the bands that migrated more slowly were phosphorylated EDP (Supplementary Figure S9). EDP was mostly in the hypo-phosphorylated form in the WT strain but was mostly hyper-phosphorylated in the Δ*cpc-3* strain (Figure 4A and 6C). The expression of the OPT 1 × EDP, however, resulted in hyper-phosphorylation of EDP in both of the WT and Δ*cpc-3* strains (Figure 6C). This codon usage-dependent protein phosphorylation profile change is very similar to what we previously observed when the codon usage profiles of genes encoding circadian clock proteins FRQ and PER from *Neurospora* and *Drosophila*, respectively, were changed (16,30,63). These results suggest that the EDP phosphorylation profile is affected by the co-translational protein folding process that is sensitive to translation elongation rate regulated by codon usage. Rapid translation elongation caused by either codon optimization or deletion of *cpc-3* results in altered EDP structure that promotes its phosphorylation. To further confirm this, we compared the WT 1 × EDP expression profiles for cultures grown at 20 and 30°C. We have shown previously that higher temperature increases translation elongation rate (21). As expected, in the WT strain, the protein expressed from WT 1× EDP was hypo-phosphorylated at 20°C but became hyper-phosphorylated at 30°C (Figure 6D). On the other hand, EDP expressed from WT 1 × EDP mRNA was hyper-phosphorylated at both temperatures in the *cpc-3* strain. Together, these results show that CPC-3 not only regulates translation initiation via eIF2α phosphorylation but also translation elongation in a codon usage-dependent manner. Thus, CPC-3 plays an important role in determining the codon usage effect on elongation speed so that optimal codons are decoded much faster than rare codons. Our results here also caution the use of ribosome density as a reflection of translation efficiency because elongation rate can have a major impact on ribosome density.

### CPC-3 influences translation kinetics in a CDS length-dependent manner

Because the CPC-3-mediated eIF2α phosphorylation is dependent on both codon usage and CDS length, we examined whether the role of CPC-3 on translation kinetics is also influenced by CDS length. 

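Windows of 500 genes were moved by 1 gene at a time along the 6686 tested genes ranked by CDS length, which gave 6187 windows per background. The mean protein length was 109 aa in the first window and 1568 aa in the last. Percentages were calculated in each of the 4 backgrounds and given as means with SD over the backgrounds.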

We calculated the proportions of genes with up-regulated (change fold of Δ*cpc-3*/WT > 2) or down-regulated (change fold of Δ*cpc-3*/WT < 0.5) ribosome density in a 500-gene scanning window. 

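Among the 500 tested genes with the shortest CDS, 12.6% ± 1.28 (SD, n = 4 backgrounds) had a more than 2-fold lower ribosome density in the Δ*cpc-3* strain. Among the 500 with the longest CDS, 38% ± 16.8 (SD, n = 4) did. The longest CDS had the larger share in all 4 backgrounds (exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 backgrounds allow). With 1× WT-EDP the shares were close, at 14.4% among the shortest and 15.0% among the longest CDS. In the same order they were 11.6% and 36.2% with 3× WT-EDP, 12.4% and 52.4% with 1× OPT-EDP, and 11.8% and 48.4% with 3× OPT-EDP. Spearman's coefficient across genes between CDS length and log2 density change was −0.353 ± 0.0359 (SD, n = 4). Centring on the median of all tested genes changed the direction of the comparison of shares, which were 9.40% among the shortest and 6.40% among the longest CDS. Centring leaves Spearman's coefficient as it is. With the interval midpoint the shares were 11.7% and 23.7%, and with CDS under 300 nt left out, also chosen after seeing the data, they were 11.3% and 18.6%.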

After ranking genes by their CDS lengths from short to long, we found that as CDS length gradually increased, the proportions of genes with down-regulated ribosome density increased markedly (Figure 7A). In contrast, the proportions of genes with up-regulated ribosome density decreased as CDS length increased in the same corresponding window (Figure 7A). 

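The share of genes with a more than 2-fold higher ribosome density was 16.5% ± 3.6 (SD, n = 4 backgrounds) among the 500 shortest CDS. Among the 500 longest CDS it was 0% in every background (exact two-sided sign-flip permutation test of the difference, p = 0.13). In windows between these it did not exceed 16.7%. After centring, the shares were 36.7% among the shortest and 0.250% among the longest CDS.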

When we ranked genes by their log_2_ [change fold (Δ*cpc-3*/WT)] of ribosome density from low to high and determined their averages of CDS lengths in 500-gene scanning windows, it was clear that the genes with down-regulated ribosome density are mostly those with long CDS mRNAs (>700 aa), whereas the genes with up-regulated or unchanged ribosome density tend to be short CDS mRNAs (Figure 7B). These results are also consistent with the results of the four EDP reporters (Figure 4C), which showed that the relative ribosome density was significantly decreased for the 3× EDP mRNAs but not for the 1× EDP mRNAs in the Δ*cpc-3* strain. 

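When the tested genes of each background were ranked by log2 density change, the 500 with the lowest change encoded proteins of 508 ± 30.5 aa on average (SD, n = 4 backgrounds). The 500 with the highest change averaged 268 ± 18.1 aa, against 552 aa for all tested genes. The mean length of the lowest 500 exceeded that of the highest 500 in every background (exact two-sided sign-flip permutation test, p = 0.13). With the change averaged over the backgrounds before ranking, the window means rose from 540 aa at the lowest changes to a peak of 844 aa, where the median log2 change was −1.01, and fell to 210 aa at the highest changes. Of the 946 genes called lower, 413 (43.7%) encoded more than 700 aa, with a median of 631.5 aa. Of the 24 genes called higher, 1 did, with a median of 177.5 aa. Among all tested genes the share above 700 aa was 24.6%, and among the 500 with the lowest average change it was 22.0%. When every gene with a value in either assay was kept, the 500 lowest of each background averaged 272 aa and the 500 highest 289 aa, the only alternative that changed this direction. Ranked by the average change, the same genes gave 303 aa at the lowest and 212 aa at the highest changes.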

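For the optimized reporters, the RPF levels in the Δ*cpc-3* strain were 75.6 ± 9.31 TPM (SD, n = 3) on 1× OPT-EDP and 79.2 ± 4.08 TPM (SD, n = 3) on 3× OPT-EDP, with mRNA levels of 121 and 164 TPM. Compared to the WT strain, the log2 RPF differences were 1.14 and 0.21 (exact permutation test for each, p = 0.1). With the interval midpoint, chosen after seeing the data, these RPF differences were 1.38 and 0.99. The ribosome density of 1× OPT-EDP was 0.626 ± 0.0770 (SD, n = 3), below all WT replicates by a log2 difference of −0.40 (exact permutation test, p = 0.1). That of 3× OPT-EDP was 0.484 ± 0.025 (SD, n = 3), with a log2 difference of −0.71 to the WT strain (exact permutation test, p = 0.1). Relative to the median change of all tested genes in the same strains, the changes were 0.26 on 1× OPT-EDP and −0.16 on 3× OPT-EDP. With the interval midpoint these relative changes were 0.31 and 0.42, so that of 3× OPT-EDP reversed. The direction of both density differences to the WT strain also depended on the values used. With the interval midpoint they were 0.01 for 1× OPT-EDP and 0.11 for 3× OPT-EDP. With CDS under 300 nt left out the difference was 0.06, and with the reads of both EDP entries 0.20, for 1× OPT-EDP. From the EDP reporters and the genome-wide windows, the paper proposes that the inhibitory effect of CPC-3 on translation kinetics depends on both codon usage and CDS length.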

Together, these results suggest that the inhibitory effect of CPC-3 on translation kinetics is dependent on both codon usage and CDS length.

**Figure 7.**
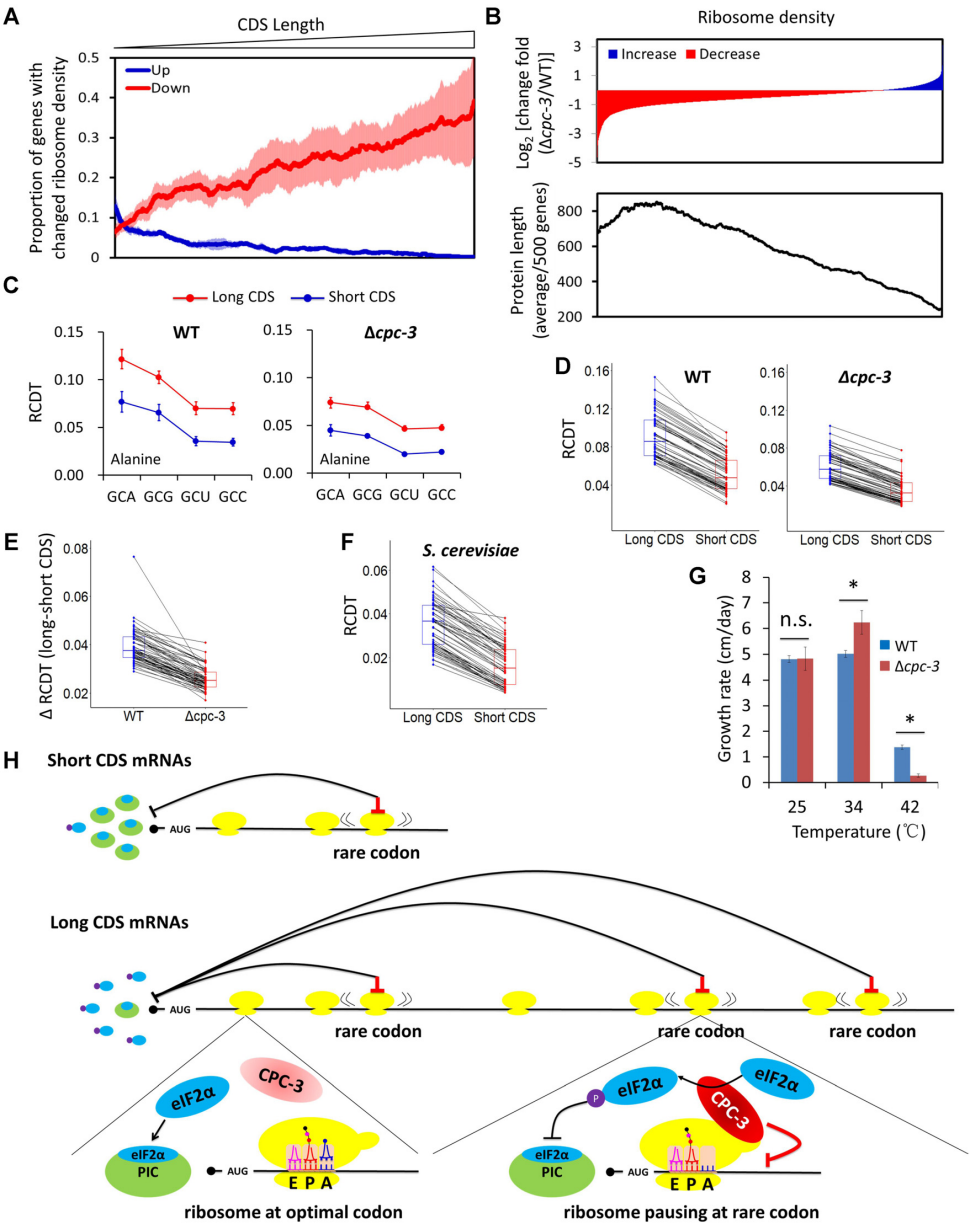
CPC-3 regulates CDS length-dependent codon decoding rates. (**A**) Line plots showing that the proportions of genes with decreased ribosome density in the Δ*cpc-3* strain (change fold of Δ*cpc-3*/WT < 0.5) increased as protein length increased. Genes were ranked by their CDS lengths from short to long and the proportions of genes with decreased/increased ribosome density in a scanning 500 gene-window were calculated and plotted. Data are means with SD (*n* = 4). Shaded areas indicate error bars in each scanning window. (**B**) Genes with decreased ribosome density preferentially code large proteins while genes with increased ribosome density prefer to code shorter proteins. Top panel: genes were ranked by ribosome density changes [log_2_(change fold of Δ*cpc-3*/WT)] from the greatest decrease to the greatest increase. Bottom panel: the averages of protein lengths in 500-gene scanning windows corresponding to the ribosome density change above were calculated and plotted. (**C**) The RCDTs of the alanine codons within mRNAs with CDS >600 aa and those <300 aa in the WT and Δ*cpc-3* strains. Results for all other codons are shown in Supplementary Figure S11. (**D**) Pairwise comparison of RCDTs of all codons in the long and short CDS mRNAs in the WT and Δ*cpc-3* strains. The same codons were linked by black lines. (**E**) The differences of RCDTs of all codons (pairwise comparison) between long and short CDS mRNAs [ΔRCDT (long-short CDS)] are always larger in the WT strain than that in the Δ*cpc-3* strain. (**F**) Pairwise comparison of RCDTs of all codons in long and short CDS mRNAs in *S. cerevisiae*. The previously published ribosome profiling and RNA-seq data were used for this analysis (91). (**G**) Comparison of daily growth rates of the WT and Δ*cpc-3* strains by race tube assay at 25, 34 and 42°C. The asterisk indicates *P* < 0.05 (*n* = 6) as determined by Student's two-tailed *t*-test. (**H**) A schematic illustration of a model explaining the mechanism of translation elongation feeding back to regulate translation initiation and elongation speed in a codon usage and CDS length-dependent manner. Bottom left: ribosome does not pause at optimal codons during elongation. Bottom right: Rare codons cause ribosome pausing during elongation, which potentially promotes the interaction between CPC-3 and ribosomes, resulting in CPC-3 activation and phosphorylation of eIF2α-GDP. The phosphorylated eIF2α-GDP prevents the recycling of eIF2α-GDP to become eIF2α-GTP, thus inhibiting the formation of pre-initiation complex (PIC) and therefore translation initiation. Translation of an mRNA with a short CDS triggers less rare codon-mediated ribosome pausing, thus less CPC-3 activation and less the eIF2α phosphorylation-mediated inhibition of initiation. Translation of an mRNA with a long CDS potentially triggers more rare-codon mediated ribosome pausing events, resulting in high local concentration of phosphorylated eIF2α-GDP, which inhibits ribosome recycling and translation re-initiation. In addition, CPC-3 also inhibits translation elongation rate in a codon usage-dependent manner so that codon decoding rates for optimal codons are faster than those for non-optimal codons.

We then performed proteomic quantitative MS analyses to identify differentially expressed proteins between the Δ*cpc-3* strain and its complementation strain by TMT mass tagging technology (Supplementary Table S3). The result showed that, after ranking proteins by their lengths from short to long, the proportions of up-regulated proteins (FDR < 0.05) increase in a 1000-gene scanning window as protein size increases (Supplementary Figure S10A). In addition, comparison of the protein length profiles showed that the up-regulated proteins are preferentially larger proteins (with an average of 645 aa) than the predicted proteome (with an average of 450 aa) (Supplementary Figure S10B). These results suggest that CPC-3 preferentially inhibits the expression of large proteins. It should be noted, however, our MS analysis preferentially identifies abundant proteins and failed to detect the vast majority of proteins encoded by mRNAs with poor codon usage (13).

### Codon decoding rates are CDS length-dependent and are regulated by CPC-3

It was previously assumed that the same codons can be recognized and translated with similar efficiency on different mRNAs (21,22). The CDS length-dependent effect on ribosome density prompts us to examine whether codon decoding rate is also affected by CDS length. Thus, we compared RCDTs of all codons using the ribosome profiling data of the WT strain for mRNAs with long CDS regions (>600 aa) or short CDS regions (<300 aa). Remarkably, all codons have higher RCDTs for long CDS mRNAs than those of short CDS mRNAs (Figure 7C, D and Supplementary Figure S11). However, the difference of RCDT of each codon between long and short CDS mRNAs was much smaller in the Δ*cpc-3* strain than in the WT strain (Figure 7E). These results suggest that CPC-3 also regulates the CDS length-dependent effect on codon decoding rate. By analyzing the previously published ribosome profiling results in *S. cerevisia*e (91), the similar CDS length-dependent effect on codon decoding rates was also observed for all codons (Figure 7F), suggesting that the effect of CDS length on elongation rate is conserved in eukaryotes. Because of the role of elongation rate in regulating co-translational protein folding and because folding of large proteins is more complicated than folding of small proteins, the CDS length-dependent regulation on translation is likely an adaptive mechanism that slows translation elongation to facilitate optimal co-translational folding of large proteins.

### CPC-3 deletion resulted in increased sensitivity to heat shock treatment

Because translation kinetics influences co-translational protein folding (6,32,92,93), the deletion of *cpc-3* in *Neurospora* should broadly affect co-translational protein folding as indicated by the EDP phosphorylation profile change. If so, proteins in the Δ*cpc-3* strain may be more sensitive to conditions that trigger protein misfolding, resulting in impaired cell growth. To examine this possibility, we compared the growth rates of the WT and Δ*cpc-3* strains at normal growth temperatures (20–34°C) and at 42°C. The 42°C treatment induces a heat shock response in *Neurospora* and impairs cell growth. The heat shock treatment should also make nascent proteins prone to be misfolded if their co-translational folding processes are not optimal. Although the two strains had a similar growth rate at 25°C, the Δ*cpc-3* strain grew more rapidly than the WT strain at 34°C, which may be due to elevated protein translation (Figure 7G). At 42°C, however, the growth of the Δ*cpc-3* strain was almost completely inhibited whereas the WT strain still exhibited modest growth. This result indicates that the deletion of *cpc-3* causes increased sensitivity to heat shock treatment, which is consistent with the role of CPC-3 in regulating translation kinetics, which in turn influences protein folding and function.

## DISCUSSION

In this study, we showed that codon optimality regulates protein translation in a CDS length-dependent manner by regulating both translation initiation rate and elongation speed. Analyses of the proteomic results from *Neurospora*, yeast, fly,worm and mouse showed that protein abundance negatively correlates with protein length genome-wide. The negative correlation, however, is dependent on codon usage: As codon optimality increases, the negative correlation progressively weakens. The conserved nature of this observation suggests a common mechanism mediated by codon usage that regulates protein synthesis in a protein size-dependent manner. Using gene reporters with different codon usage biases and different CDS lengths, we showed that non-optimal codon usage preferentially reduced the production levels of large proteins and that optimal codon usage eliminated the length-dependent effect on protein production in *Neurospora*. Gene functional enrichment analysis showed that there is a functional separation of gene functions based on codon usage and CDS length: The genes encoding long mRNAs with optimal codons are significantly enriched for functional categories of essential cellular processes, whereas those encoding long mRNAs with non-optimal codon usage are enriched for functional categories involved in regulatory processes. These results suggest that optimal codon usage is a mechanism that permits efficient production of large proteins critical for cell survival.

Further, we showed that codon optimality regulates ribosome density and ribosome flux on mRNA genome-wide in a CDS length-dependent manner. We showed that codon usage- and CDS length-dependent eIF2α phosphorylation occurs in the absence of translation stress, suggesting a mechanism for how codon usage and CDS length regulate translation by feeding back on translation initiation (Figure 7H). We propose that rare codons cause ribosomes with empty A sites to pause. Such ribosome pausing results in CPC-3 activation and eIF2α phosphorylation. For translation of mRNAs with the same codon usage, the pausing occurs more often on long CDS mRNAs than that on short CDS mRNAs due to the existence of more rare codons, resulting in higher level of eIF2α phosphorylation, which can inhibit translation initiation by blocking the formation of the pre-initiation complex. However, as in yeast and mammals, CPC-3 may also have substrates other than eIF2α, such as the methionyl-tRNA synthetase. The phosphorylation of methionyl-tRNA synthetase has been shown to inhibit methionyl-tRNA synthetase activity, thus reinforcing the transient inhibition of translation initiation exerted by eIF2α phosphorylation (94,95). Thus, the eIF2α phosphorylation-independent function of CPC-3 may also contribute to its functions in translation.

Unlike the eIF2α phosphorylation induction under stress conditions that results in the integrated stress response and global repression of translation (42,53–56), the codon usage-dependent and CDS length-dependent induction of eIF2α phosphorylation is mRNA specific and does not cause a global increase of eIF2α phosphorylation under nutrient replete growth conditions. Indeed, we showed that the deletion of *cpc-3*, which results in loss of eIF2α phosphorylation, preferentially increased the abundances of large proteins encoded by mRNAs with non-optimal codon usage (Figure 4A and B). This result suggests that a high local concentration of phosphorylated eIF2α specifically inhibits translation initiation of long CDS mRNAs with non-optimal codon usage. This notion is also consistent with our discovery that the correlation between codon usage and ribosome density increases as CDS length increases (Figure 2E). It is important to note that such an effect on ribosome density occurs despite of the known dramatic opposing effect of codon usage on ribosome occupancy because of its role in elongation rate in *Neurospora* (21,23), suggesting that codon usage feeds back on translation initiation in an mRNA-specific manner.

Consistent with our model that translation elongation feeds back to influence mRNA-specific translation initiation, it was previously proposed that translation initiation and elongation coordinate with each other to optimize protein production: mRNAs that encode high-abundance proteins usually have high translation initiation rates, fast elongation rates, and optimal codon usage (90). In addition, low levels of eIF2α phosphorylation may have specific rather than broad effects on translation (50,62). Importantly, it was previously shown that certain chemical modifications of mRNA transcribed *in vitro* can specifically enhance its translation in cells through attenuating eIF2α phosphorylation and increasing translation initiation (96). The specific effect of eIF2α phosphorylation can be caused by the compartmentalization of translation or the local ribosome recycling for translation re-initiation of circularized mRNAs (97–100).

Our data indicate that the presence of rare codons activates CPC-3 to phosphorylate eIF2α. The yeast and mammalian homolog GCN2 has been shown to be associated with ribosomes and such association is important for GCN2 activation (101–104). The interaction of GCN2 with the ribosomal P-stalk can potently activate GCN2 in the absence of uncharged tRNA (59,60). Therefore, it is likely that rare codons trigger ribosome pausing, which may promote the interaction between GCN2 (or CPC-3) and ribosomes, resulting in the kinase activation and the subsequent eIF2α phosphorylation. It was also previously shown that ribosomes have different conformations at different stages of the elongation cycle (84). It is possible that the ribosome conformation at a specific functional state with an empty A site promotes the interaction between ribosomes and CPC-3 and the latter activation.

As expected, deletion of *cpc-3* resulted in a general increase of protein synthesis, confirming the roles of eIF2α phosphorylation in inhibiting translation initiation. Unexpectedly, however, deletion of *cpc-3* in *Neurospora* also had a major impact on translation elongation rate, and this effect was also dependent on codon usage and CDS length. The increased translation elongation rate in the Δ*cpc*-3 strain was demonstrated by three independent methods: the relative codon decoding rates determined by ribosome profiling, the *in vitro* translation assay that was used to directly compare translation elongation rates, and the *in vivo* protein conformation reporter that is sensitive to elongation rate change. Although the elongation rates of all codons were increased in the Δ*cpc-3* strain, the effects were codon usage-dependent: Deletion of *cpc-3* preferentially increased elongation rates of mRNAs rich in rare codons, indicating that CPC-3 regulates elongation rates in a codon usage-dependent manner. Thus, in the WT strain, CPC-3 amplifies the codon usage effect on elongation speed so that codon decoding rates for optimal codons are much faster than those for rare codons.

The negative correlations between CDS length and protein abundance, translation initiation rate, and ribosome density suggest that increasing ORF length may decrease the translation initiation efficiency (22,36–40). Our results here suggest that both CPC-3-dependent and CPC-3-independent mechanisms are involved in the CDS length-dependent regulation on protein production. The CPC-3-independent mechanism may be due to the less efficient mRNA circularization, ribosome re-initiation or ribosome recycling for long CDS mRNAs than for short CDS mRNAs (39,41). Because protein production rate should be mostly determined by translation initiation rate on mRNAs unless there are significant amounts of translation abortion events (40), the up-regulated protein synthesis rates (including the 3 × WT EDP reporter) in the Δ*cpc-3* strain suggest their increased translation initiation. However, if there are strong ribosome stalling or premature termination during translation elongation, the increase of the translation elongation can also promote translation efficiency. Our results showed that CPC-3 plays an important role in regulating translation elongation in addition to its role in regulating translation initiation. Therefore, for the feedback mechanism mediated by codon usage and CDS length, the effects of CPC-3 and eIF2α phosphorylation on translation initiation should play an important role in regulating protein synthesis levels. In addition, the role of CPC-3 in translation elongation can also contribute to translation efficiency by regulating ribosome stalling or premature translation termination events (21,23).

Codon decoding rates are also regulated by CDS length: the rates are slower for mRNAs with long CDS regions and faster for mRNAs with short CDS regions. This phenomenon was observed in both *N. crassa* and *S. cerevisiae*, suggesting a conserved mechanism regulating translation elongation speed in eukaryotes. Because the elongation rate regulates co-translation folding process, and large proteins have more structural domains and should be more prone to be misfolded than small proteins (93,105–107), a slow elongation rate likely promotes optimal co-translational folding of large proteins.

In higher eukaryotes, in addition to GCN2, the eIF2α phosphorylation at Ser 51 can also be mediated by protein kinase R, PKR-like endoplasmic reticulum kinase and heme-regulated inhibitor (42,50,51). Therefore, it is possible that these additional kinases may also contribute to the feedback process from translation elongation to initiation. In addition, although our results demonstrated the involvement of CPC-3 in regulating the feedback mechanism from elongation to initiation in a codon usage and CDS length-dependent manner, CPC-3 independent mechanism may also exist.

Although how CPC-3 slows down elongation rate is not known, GCN2 in both yeast and mammalian cells has been shown to interact with the translation elongation factor eEF1A and this interaction keeps GCN2 inactive under nutrient-replete conditions (108–110). It is possible that this interaction also negatively influences the ability of eEF1A to deliver cognate aminoacyl tRNAs to the ribosomal A‐site during elongation. Together, our results here suggest that translation elongation can feed back on both translation initiation and elongation kinetics through a mechanism that depends on codon usage and CDS length to allow optimal synthesis of proteins of different sizes.

## DATA AVAILABILITY

Ribosome profiling and RNA-seq data have been submitted to the NCBI Gene Expression Omnibus under accession number GSE168595. Customized scripts used for ribosome profiling analyses were deposited at https://github.com/lxlscc0715/scripts-for-ribosome-profiling-and-RNA-seq.

## Supplementary Material

gkab729_Supplemental_Files Click here for additional data file.

# Supplementary material for: Codon usage and protein length-dependent feedback from translation elongation regulates translation initiation and elongation speed
**Source:** Nucleic Acids Res. 2021 Aug 20;49(16):9404–23. doi: 10.1093/nar/gkab729

---

## Supplemental Figures and Tables

**Figure S1. Western blot analyses of the *cpc-3* deletion strain and its complementation strain.** The eIF2 $\alpha$  phosphorylation in the *cpc-3* deletion strain was completely abolished and can be rescued by the expression of Flag-tagged CPC-3 (under the control of *ccg-1* promoter). Comp-1 and -2 are the *cpc-3* deletion strains expressing Flag-CPC-3. The eIF2 $\alpha$  protein level in each sample was used as protein loading control.

**Figure S2. Sequence alignments of WT/OPT *edp* (A), *GFP* (B), and *Luc* (C) open reading frames.** Nucleotides with blue background are conserved sites.

**Figure S3. Correlation between CDS lengths and mRNA levels does not depend on codon usage.** Corresponding to Figure 1. Line plots showing the correlation between CDS lengths and mRNA levels with tAIs increased. All the detected genes were ranked by their tAIs, and Pearson's correlation coefficient was calculated in each window which continuously slides from low to high tAIs. Each window contains 500 genes. mRNA levels are from RNA-seq data for *N. crassa*.

**Figure S4. (A)** Densitometric analyses of the relative EDP protein levels in the four indicated strains from three independent experiments. Replotted from the results in Figure 2B. **(B)** Comparison of the relative ribosome density levels among the indicated four reporter mRNAs.

**Figure S5. Classification of genes based on their codon usage and CDS length.**

Corresponding to Figure 2F. All the genes in *N. crassa* genome were divided into three different groups based on their CBI values (as indicated) and each group contains 3405, 3616 and 2699 genes respectively. In each group, genes were ranked by their CDS lengths from short to long, and then were further divided into three bins based on their CDS lengths: the first and the third bin contain 1000 genes respectively. Genes in four bins (colored by green, red, blue and purple respectively) were selected for functional enrichment analysis and the results are shown in Figure 2F and Table S2.

**Figure S6. Constructs used in cell-free *in vitro* translation system. (A, B)** Upper panels: Graphical representation of the structures of the Luc mRNAs and 1 × /2 × GFP mRNAs. For all the GFP mRNAs, codons for 3 × Flag at N-terminus are the same. For all the mRNAs in (A) and (B), polyA lengths are the same. Lower panels: SDS-PAGE gel analysis showing the <sup>35</sup>S-Met labeled translational products from WT/OPT Luc mRNAs in micrococcal nuclease treated *Neurospora* cell-free lysates.

**Figure S7.** Densitometric analyses of the western blot results of the EDP levels in the four initiated strains from three independent experiments. The EDP protein level in the 1xWT strain was set as 1.0. Replotted from the same results as in Figure 4B.

**Figure S8. Polysome profiling analyses of the WT strain and the  $\Delta cpc-3$  strain. (A)**

Comparison of the polysome profiles between the WT and  $\Delta cpc-3$  strains. The positions corresponding to the 40S and 60S subunits, the 80S monosomes, and polysomal ribosomes are indicated. Recorded relative arbitrary units (A.U.) were plotted. **(B)** Quantification of the polysome profiles in (A). The ratios between polysomes and monosome fractions are indicated for the WT and  $\Delta cpc-3$  strains. Data are means with SD (n = 3). \* P < 0.05; as determined by Student's two-tailed t test.

**Figure S9. Validation of the phosphorylation of the WT-EDP reporter.** The hyper-phosphorylated forms of the WT-EDP in the  $\Delta cpc-3$  strain disappeared when the protein samples were treated with Lambda Protein Phosphatase (Lambda PP). PP inhibitors: phosphatase inhibitors added into the protein extraction buffer.

**Figure S10. Deletion of *cpc-3* preferentially increases the protein abundance of large proteins. (A)** The individual protein levels determined by quantitative MS (TMT labeling) analysis in the  $\Delta cpc-3$  strain were compared to those in the  $\Delta cpc-3$  strain expressing the Flag-tagged CPC-3. Proteins were ranked by their lengths from short to long. The proportions of genes with significantly increased protein levels in the  $\Delta cpc-3$  strain increase in scanning 1000 gene-windows as the protein sizes increase. The cut-off of differentially expressed protein levels

is  $FDR < 0.05$ . Data are means with SD ( $n = 4$ ). Details see Table S3. **(B)** Comparison of the protein length profiles of the predicted *N. crassa* proteome, all detected proteins by the MS analysis and the up-regulated proteins in the  $\Delta cpc-3$  strain. Boxplot showing that the up-regulated proteins in the  $\Delta cpc-3$  strain were preferentially larger proteins comparing to the proteome average or the average of total detected proteins by the MS. P-values were shown, as determined by Welch t-test.

**Figure S11. Paired comparison of RCDTs of all codons in mRNAs of long and short CDS regions in the WT and  $\Delta cpc-3$  strains.** Related to Figure 7C-E. Comparison of the RCDTs of all codons in the mRNAs with CDS  $> 600$  aa and those  $< 300$  aa in the WT and  $\Delta cpc-3$  strains. For each codon family, the codon usage frequency increases from the first codon to the last codon.

**Table S1. The results of MS experiments quantifying the relative protein levels in the *N. crassa* WT strain.** Related to Figure 1.

**Table S2. Gene functional enrichment analyses based codon usage and CDS length.** Related to Figure 2F and Figure S4.

**Table S3. The results of the quantitative MS (TMT labeling) analysis for the  $\Delta cpc-3$  strain and the  $\Delta cpc-3$  complementation strain expressing the Flag-tagged CPC-3 (control).**

Figure S1

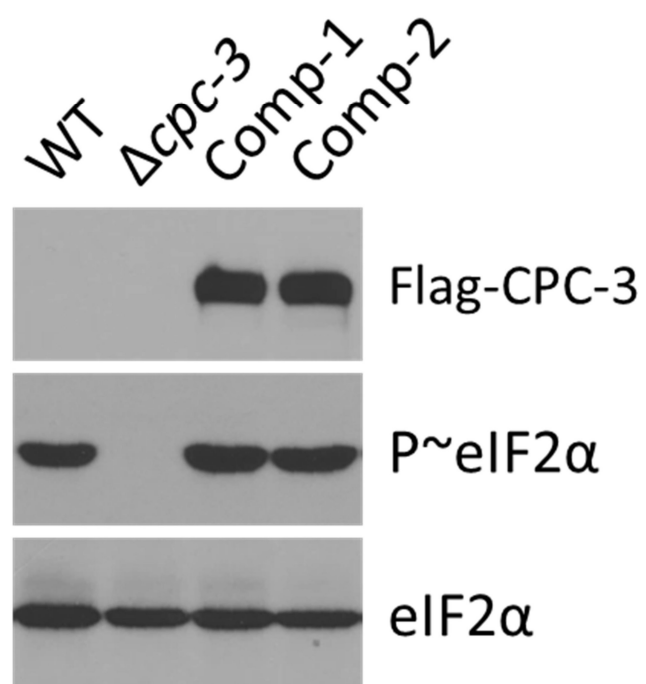

## Figure S2

[illegible]

Figure S3

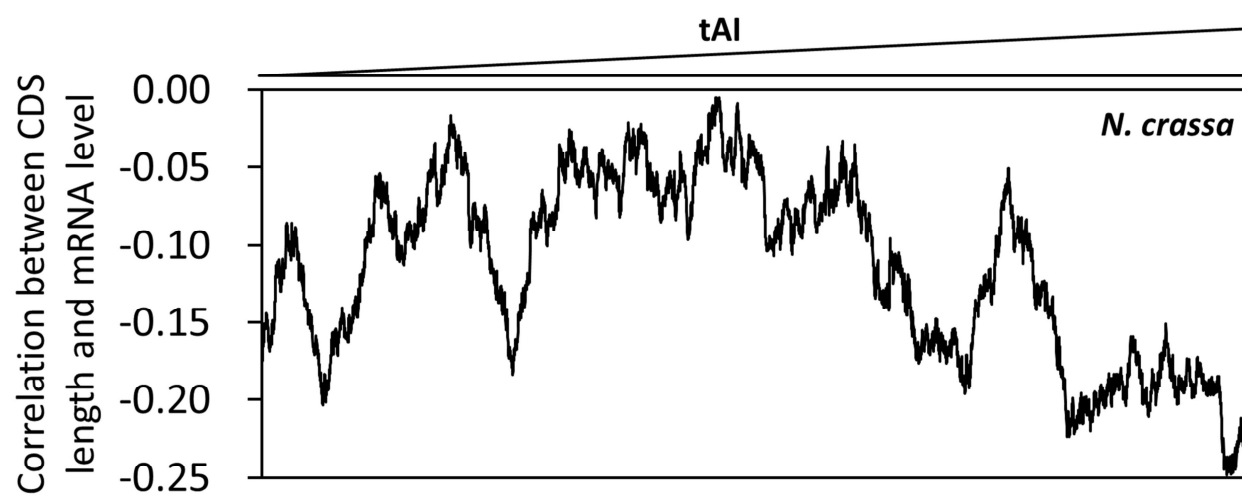

Figure S4

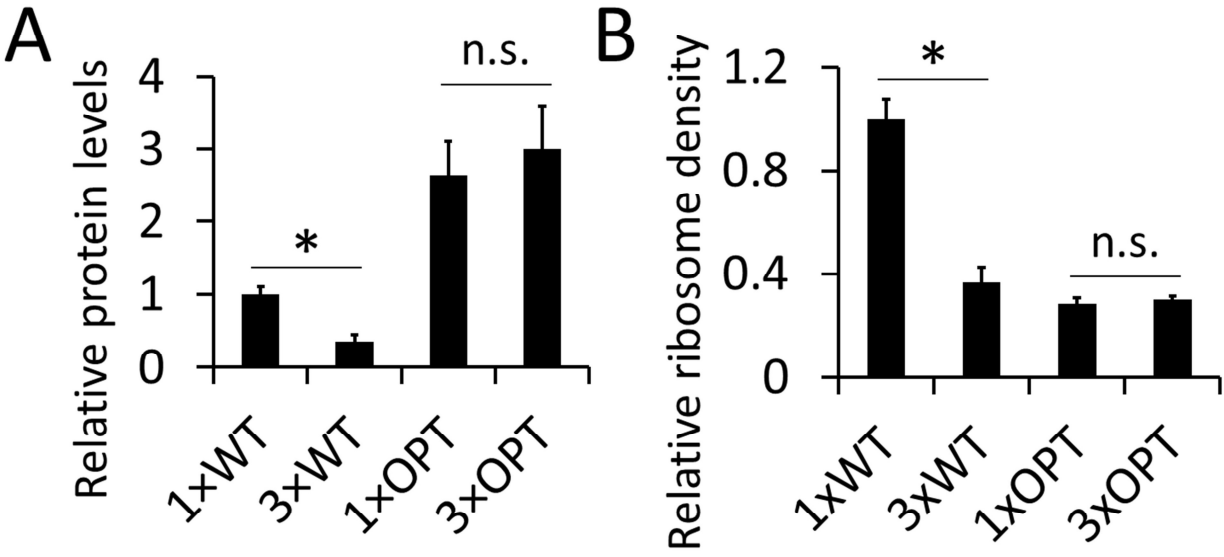

Figure S5

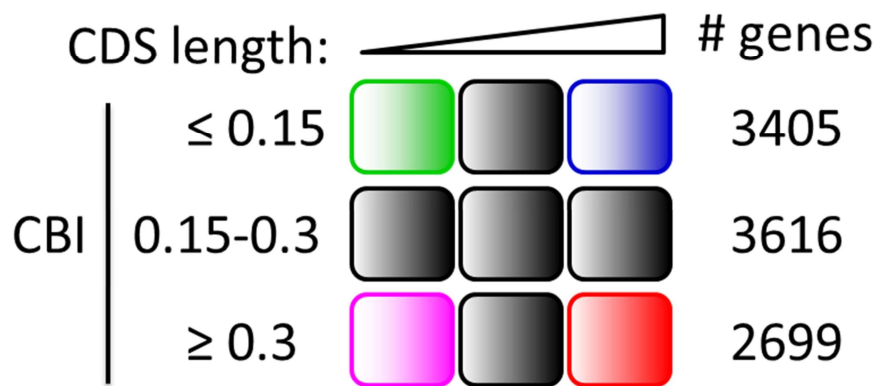

- 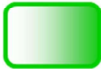 1000 genes with the shortest CDS and poor codons
-  1000 genes with the longest CDS and poor codons
-  1000 genes with the shortest CDS and optimized codons
-  1000 genes with the longest CDS and optimized codons

Figure S6

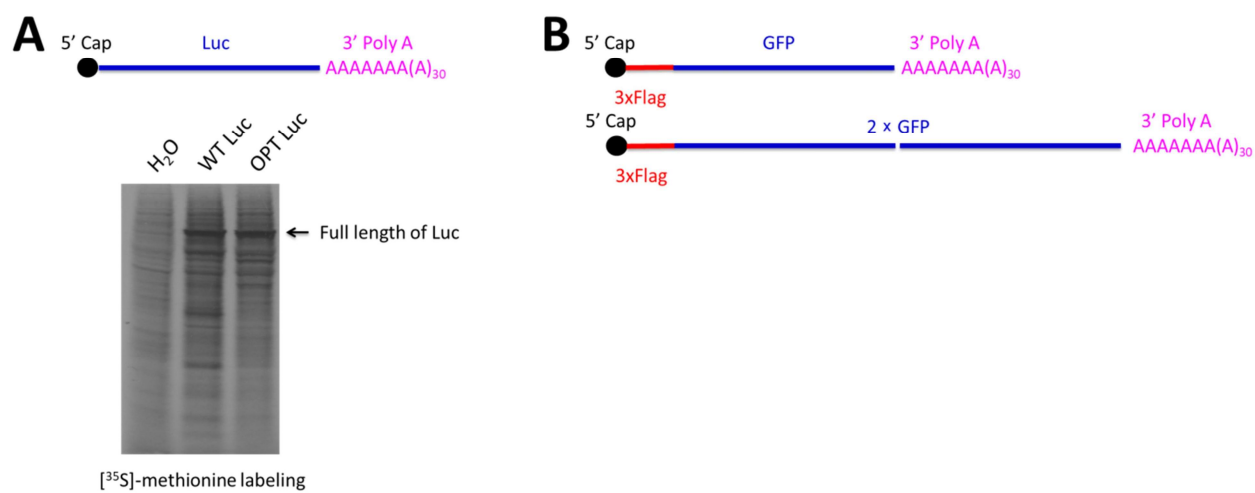

Figure S7

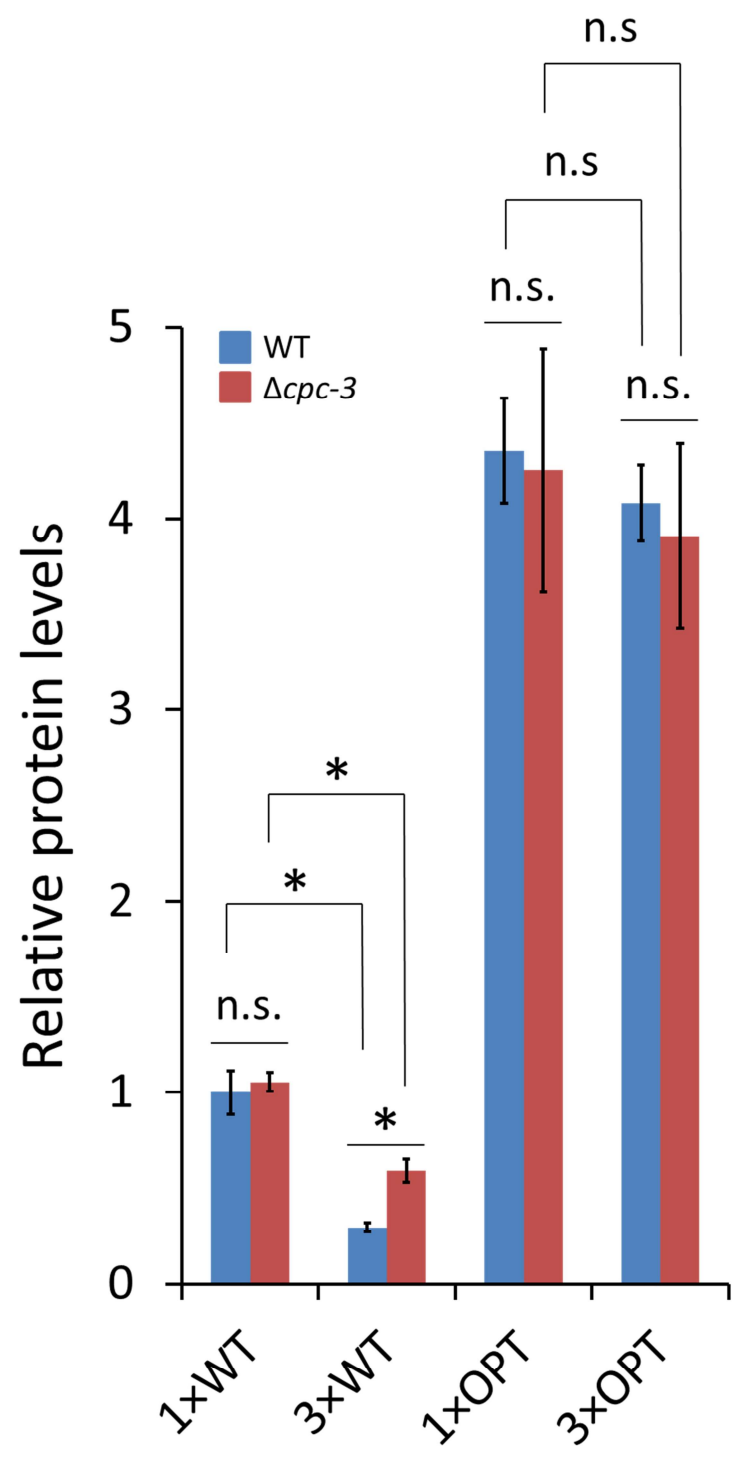

Figure S8

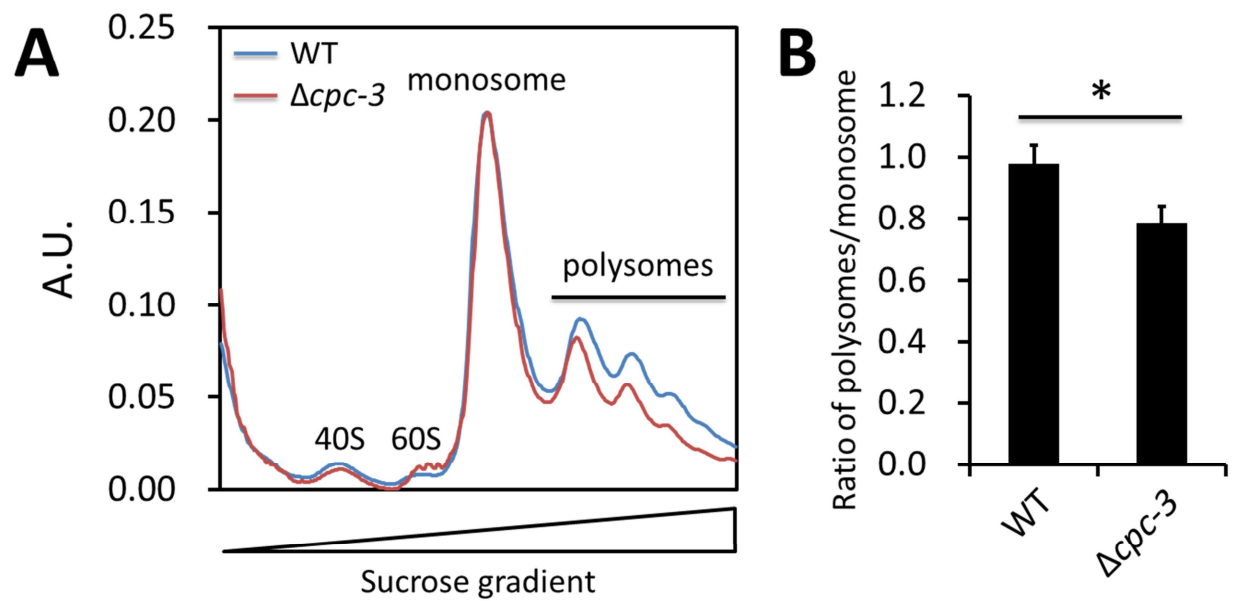

Figure S9

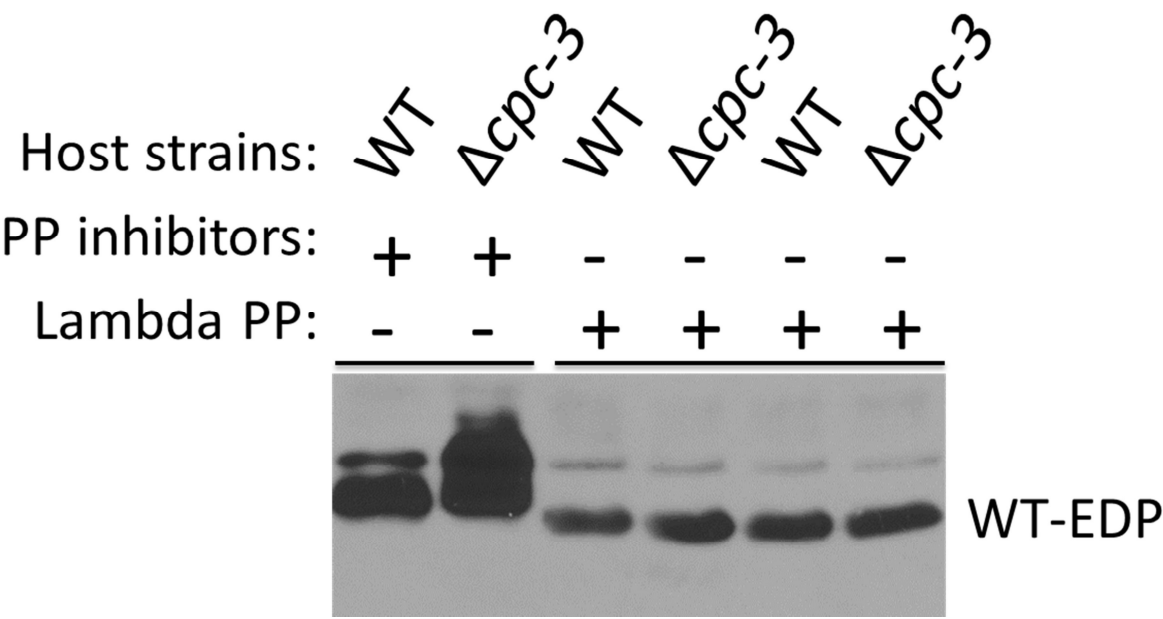

Figure S10

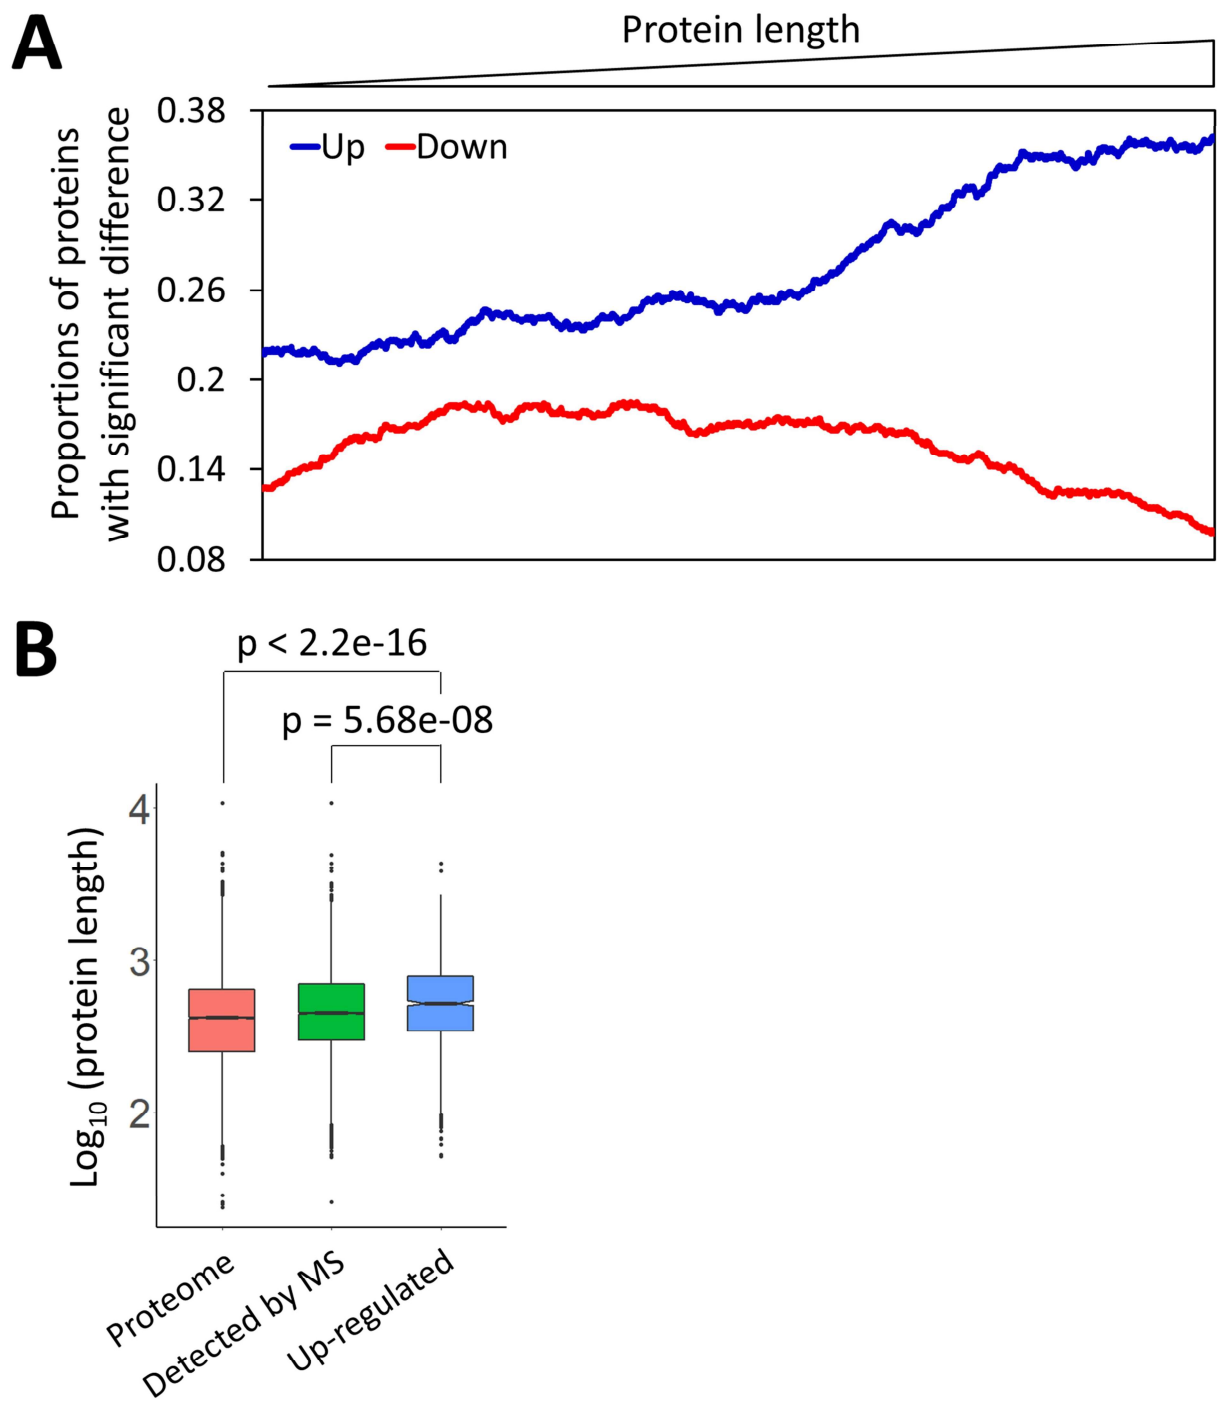

Figure S11

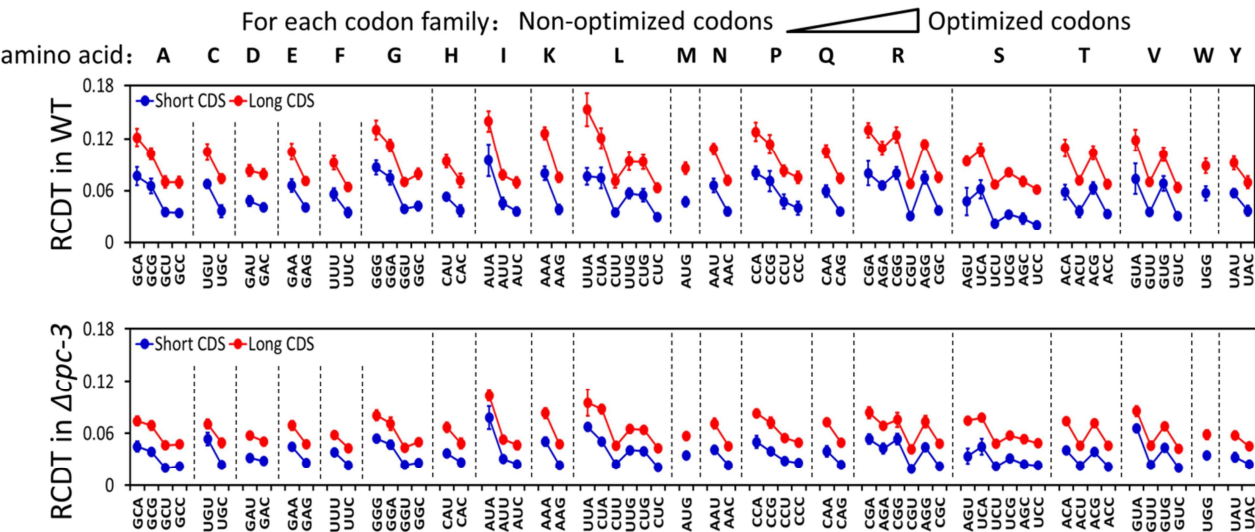

**Supplement:** gkab729_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

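Ribosome profiling and mRNA-seq were carried out on WT and Δ*cpc-3* strains of *N. crassa* that carried 1 of the 4 EDP reporters (1× WT-EDP, 3× WT-EDP, 1× OPT-EDP or 3× OPT-EDP). There were 25 RPF libraries, 12 from WT and 13 from Δ*cpc-3* strains, and 8 mRNA libraries, 1 per strain. Each library was assigned to a strain, a reporter and a replicate number from its title. The experiments by western blot, polysome profiling, metabolic labelling, mass spectrometry and cell-free translation have no values in these libraries and were not analysed here.

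The authors mapped the reads of each library to CDS regions and deposited FPKM, that is fragments per kilobase of CDS scaled to the size of the library, in the layout that the program Cufflinks writes. The authors also deposited the coverage of each CDS, which is the read depth per base, and bounds of an interval around each FPKM. The coverage equals the FPKM times 1 factor per library, so it holds no further normalization. The aligner, the program versions, the genome build and the annotation are not named in the paper's text. Replicates were deposited separately, without pooling and without rescaling to TPM. Every library lists 9731 entries, which are 9729 genes and a pair of reporter entries for NCU05784, one with WT and one with OPT codons. The native NCU05784 gene has no entry of its own. In the RPF libraries 15.2% to 50.1% of the FPKM of genes with a lower bound above 0 lie outside their own interval. In the mRNA libraries 9.72% to 13.7% do. In both assays the ratio of FPKM to interval midpoint changes with CDS length, by a step that the paper's text does not describe.

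FPKM are not counts, so tests that need counts were replaced. The spacing of the interval bounds was a whole number of reads in 100% of the values tested in every library, which gives the number of reads on CDS regions per library and the reads behind a gene. These read numbers were used to describe depth only. The RPF libraries held 1270403 to 10035081 reads and the mRNA libraries 938863 to 1747779 reads. Intervals on percentages are Wilson intervals at the 95% level, and they cover counting error only. The paper's text does not say whether PCR duplicates were removed, so the reads are not necessarily independent molecules.

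TPM were calculated as FPKM over the sum of all entries of a library. The RPF replicates of each strain were merged by a mean FPKM with weights proportional to their reads. Ribosome density was RPF TPM over mRNA TPM, with a pseudocount of 0.1 added to both for all analyses except those of the reporters. Genes with a mean TPM of at least 1 in both assays were tested, 6686 of 9729. The 4 reporter backgrounds served as 4 replicates of each strain. Libraries and profiles were treated as unpaired. The strains share their reporter and the libraries share replicate numbers, so a pairing by background or by number was tried as an alternative.

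Log2 ribosome densities, and log2 mRNA and RPF TPM, were compared between the strains with limma (version 3.58.1 in R 4.3.3) with Benjamini-Hochberg adjustment over the tested genes. A density change was called at an adjusted p under 0.05 and a ratio of average densities above 2 or under 0.5. On the same thresholds the paper uses Student's test per gene, and this was an alternative. The level tests of mRNA and RPF used an adjusted p under 0.05 alone, among 7911 genes for mRNA and 6695 for RPF. Trends with CDS length or tAI were calculated in scanning windows of 500 genes in each background, and their ends were compared by exact two-sided sign-flip permutation tests over the backgrounds. Reporter levels were compared by exact two-sided permutation tests over replicate libraries. With 3 against 3 libraries the smallest p is 0.1 and with 4 backgrounds it is 0.13, so these tests cannot pass 0.05. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

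CDS lengths were those listed with the FPKM. The tAI of 3102 genes came from Supplementary Tables S1 and S3, and 3076 of them were tested. Gene positions and symbols came from the NC12 assembly table, where 9728 of the 9729 identifiers were found. The ribosomal protein genes are the 40 that Supplementary Table S2 lists within the group of short CDS with optimal codons. The amino acid biosynthesis genes are the 62 with symbols of that class, and all of both sets were tested. The genes named in the text are those the paper names, *cpc-1*, and the 5 genes lower and the 5 genes higher with the largest change among called genes that changed the same way in all 4 backgrounds. The 78-nt CDS NCU16635 was named after its values were seen, because of its share of the TPM.

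The steps of the density test were tested on simulated data with 200 changed genes and with none. Alternatives were tried for the pseudocount, the minimum TPM, the centring of density changes, the merging of replicates, the test, the pairing, the window size, the correlation and its scale, the ribosomal protein genes, and each replicate or background left out in turn. After seeing the data, the interval midpoint in place of the FPKM, the removal of CDS under 300 nt, the centring of mRNA and RPF changes and the reads of both NCU05784 entries were added. Reporter mRNA levels by qRT-PCR, with which the paper normalizes the RPFs of the reporters, were not used here.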

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

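The tests of explanations and of paired differences in this part were chosen only after the results were seen, and the comparison of highest and lowest samples was set beforehand. In that comparison, the gap of the highest or lowest sample to its nearest neighbour was set against the range of the group in 26 groups of 4 samples each. It was past the 95% critical value in 0 groups, where chance gives 1.3.

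The effect of the number of EDP copies on the RPF level in the WT strain went in opposite directions for the codon versions. From 1× to 3×, the log2 RPF level changed by −1.31 for WT-EDP and by 1.00 for OPT-EDP, with these directions in 3 of 3 pairs of libraries of each, an interaction of −2.31. Permuting the paired differences between the codon versions gave p = 0.1 (exact permutation test; adjusted p = 0.13 over the 4 interactions examined), and an exact sign-flip test over the 3 replicate numbers gave p = 0.25. Both are the smallest possible, so these tests cannot pass 0.05. A permutation of libraries between the codon versions within each copy number gave p = 0.005, but it also permutes the effect of the codons themselves and ignores the replicate numbers, so it does not isolate the interaction. With the interval midpoint the changes from 1× to 3× were −0.67 for WT-EDP and 1.64 for OPT-EDP, so the size of each depends on the setting. The interaction was −2.32 with the interval midpoint and −2.11 with the reads of both NCU05784 entries. Over the 3 pairs in the Δ*cpc-3* strain it was −1.23 ± 0.25 (SD, n = 3 pairs). Between the strains the copy number effect differed by 0.15 ± 0.17 for WT-EDP (exact permutation test, p = 0.2) and by −0.93 ± 0.23 for OPT-EDP (exact permutation test, p = 0.1, the smallest possible), where the paired differences did not overlap. These paired means were 0.51 and −0.39 (exact permutation tests, p = 0.1 for each) with the interval midpoint, and with the reads of both entries 0.04 (p = 0.6) and −1.19 (p = 0.1), so their size depends on the setting. A technical or upstream explanation is a difference in the mRNA level of the reporters rather than in their translation. After division by the mRNA TPM the interaction in the WT strain was −0.092, but −0.31 with the interval midpoint and −0.64 with the reads of both entries, and in the Δ*cpc-3* strain it was −0.64. The difference in mRNA may thus account for a large part of the interaction in the WT strain, and how much remains depends on the setting. Each mRNA level rests on 1 library, and whether the mRNA levels differ through copy number, integration of the constructs or mRNA stability was not tested. An effect of codon usage on the translation of the longer reporter is therefore neither shown nor excluded by these libraries.

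RPFs were found on an entry the paper does not report, the NCU05784 entry with WT codons in Δ*cpc-3* strains with OPT reporters. Its RPF level was 41.8 ± 3.00 TPM (SD, n = 3) in the strain with 1× OPT-EDP, against 8.03 ± 0.632 TPM (SD, n = 3) in the WT strain with that reporter, a 5.21-fold difference with 3 of 3 libraries above all WT libraries (exact permutation test, p = 0.1, the smallest possible). In the strain with 3× OPT-EDP it was 10.3 ± 4.01 TPM (SD, n = 3) against 4.78 ± 0.722 TPM (SD, n = 3), a 2.15-fold difference (exact permutation test, p = 0.1). The mRNA level of the entry was also higher in the Δ*cpc-3* strains, at 59.4 against 32.8 TPM with 1× OPT-EDP and at 18.5 against 13.3 TPM with 3× OPT-EDP. One explanation is that reads from parts the constructs share, such as the Flag tag, are listed in both entries. The entry with OPT codons was examined in strains without an OPT reporter, where native reads cannot contribute. It had 7.51 ± 1.09 TPM (SD, n = 3) in the WT strain with 1× WT-EDP and 27.3 ± 10.8 TPM (SD, n = 4) in the Δ*cpc-3* strain, and with 3× WT-EDP 2.69 ± 0.80 TPM (SD, n = 3) and 3.95 ± 0.619 TPM (SD, n = 3). With 1× WT-EDP the levels were 5.53% (WT) and 10.4% (Δ*cpc-3*) of the strain's own reporter. The entry with WT codons reached 23.5% of the own reporter in the WT and 55.3% in the Δ*cpc-3* strain with 1× OPT-EDP. Reads in shared parts of the constructs may therefore contribute to the entry with WT codons, but at the share found with 1× WT-EDP they would account for a small part of it in the Δ*cpc-3* strain. Translation of the endogenous gene, which has the same codons, remains possible and could not be separated from it, so no biological explanation can be given.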

How the results depend on the processing

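The alternatives for the pseudocount, the minimum TPM, the centring of density changes, the merging, the test, the pairing by background, the windows, the correlations, the ribosomal protein genes and the left-out replicates were chosen before the data were examined, for the results they were set for. The interval midpoint, the removal of CDS under 300 nt, the centred level tests, the pairing of reporter libraries, the reads of both NCU05784 entries and the alternatives for reporter ribosome densities, for comparisons among OPT and Δ*cpc-3* reporters, and for the mRNA and RPF changes of gene sets were chosen after seeing the data. Alternatives that need counts could not be calculated from FPKM and were not run: TMM scaling, library totals alone, filterByExpr and its absence, edgeR, DESeq2 with its size factors, and the interaction model of assay and strain with its block, its 25 separate libraries and its left-out backgrounds. The tAI results use only the genes whose tAI the tables list, and the effect of this restriction on the tAI trends could not be calculated. Without regard to tAI, the correlation of mRNA level and CDS length was −0.426 over the listed genes and −0.325 over all 6686 tested genes.

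Leaving aside the fits with a replicate left out, 312 of 369 values under alternatives kept their direction and, where there is a test or a count, their side of the threshold or their size. The tests over 4 backgrounds or 3 replicates cannot pass 0.05, so for them this refers to direction alone. The 312 values also include some that their alternative cannot change. Centring leaves Spearman's coefficient and the ranking of genes within a background as they are. Pairing leaves the mean difference of groups of equal size as it is. Among the values of the single genes named besides NCU05784, with all alternatives counted, 5 reversed, 18 became weaker and 5 became stronger. Where the size or direction of a result changed, the cause was not tested beyond the comparisons with the ratio of FPKM to interval midpoint.

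After centring on the median of all tested genes, 179 genes were lower and 169 higher in ribosome density, 51.4% lower, in place of 946, 24 and 97.53%. The averages per background were then 609.25 lower and 619.75 higher genes, and the difference between the longest and shortest CDS in the share of lower genes reversed to −3 percentage points. NCU04054 (0.15) and NCU04050 (0.14) also reversed. With every gene that had a value in either assay, the averages per background were 2961 lower and 601.5 higher genes, and the difference in mean protein length between the lowest and highest 500 genes reversed to −16.7 aa. With a mean TPM of at least 10, 321 genes were lower (95.3% of called genes), the averages were 530.5 and 109.5 genes, and the difference between long and short CDS in the correlation of tAI and density reversed to −0.149. It was −0.0100 with density on a linear scale. With a pseudocount of 1 the change of NCU01187 reversed to 0.25. With background as a block, 529 genes changed in mRNA in place of 1448.

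The interval midpoint gave 518 genes lower in density, of which 450 were among the 946. The density change of amino acid biosynthesis genes relative to all genes reversed to 0.16, and that of NCU04054 to 0.26. With CDS under 300 nt left out, 416 genes were lower, of which 375 were among the 946, and 47 higher (89.8% lower), and the averages per background were 1047 and 371.25. With the midpoint and centring together, 219 genes were lower and 64 higher (77.4% lower), the averages were 804.5 and 461.5, and NCU04054 reversed to 0.55.

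Among reporter densities, the midpoint reversed the log2 difference of 3× to 1× WT-EDP in the WT strain (0.0094), that of 3× to 1× OPT-EDP in the WT (0.32) and Δ*cpc-3* strains (0.43), and that of Δ*cpc-3* to WT for 1× OPT-EDP (0.0063) and 3× OPT-EDP (0.11). Removing short CDS reversed the change of 1× OPT-EDP in Δ*cpc-3* (0.059). The reads of both entries also reversed it (0.20), and with them the density difference of 3× to 1× OPT-EDP in the WT strain was 0.37 and the RPF difference in the Δ*cpc-3* strain −0.40.

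Across the 4 fits that each left out one background, 655 to 1193 genes were lower and 22 to 37 higher in density (94.7% to 97.3% lower), 364 to 783 changed in mRNA and 2544 to 3850 in RPF. Spearman's coefficient of CDS length and density change was between −0.370 and −0.344 in these fits, and between −0.418 and −0.230 under the other alternatives. Across the 6 fits that each left out one replicate, the log2 density difference of 3× to 1× OPT-EDP in the WT strain was −0.13 to 0.0064. With the background as a block, 887 genes were lower and 20 higher in density, with 857 and 20 among those called without it. The density deviations of strains that share a background had a mean correlation of 0.0317 across genes, against −0.0106 for different backgrounds, so the pairing in density was weak. RPF deviations of WT and Δ*cpc-3* libraries with the same replicate number had mean correlations of 0.0394 with 3× WT-EDP and −0.0177 with 1× WT-EDP.

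Depth limits the mRNA side most. The median tested gene had 58.75 reads per mRNA library and 6.00% of the tested genes had fewer than 10, so changes of genes with low mRNA levels rest on few reads or on the pseudocount.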

Differences from the paper's values

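Of 32 values that the paper's text or figures give for measures also calculated here, 7 differ. A value was counted as differing when it was more than 1.5 times above or below the paper's and the gap exceeded the replicate SD, where there is one, and a correlation when the gap exceeded the SD. All 7 were read by eye from figures.

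The ribosome density of 3× WT-EDP relative to 1× WT-EDP in the WT strain was 0.905, against the paper's value of about 0.37 in Fig. S4B, read by eye. Relative to the same reporter, 1× OPT-EDP had 0.669 against the paper's about 0.28 and 3× OPT-EDP had 0.642 against the paper's about 0.30, both in Fig. S4B and read by eye. For each of these values none of the 6 alternatives that left out 1 replicate each closed the gap. For reporter densities these alternatives were chosen after seeing the data. The paper normalizes by mRNA levels from qRT-PCR, a step that the libraries do not include. The paper also gives densities of these reporters in Fig. 4C, read by eye as about 1.5 for 1× WT-EDP, about 0.95 for 3× WT-EDP, about 0.67 for 1× OPT-EDP and about 0.73 for 3× OPT-EDP. The ratios among these are not those of Fig. S4B. The densities here were 1.23, 1.11, 0.822 and 0.789. Each is within 1.5 times of the reading, but all 4 gaps exceed the replicate SD, and the decrease from 1× to 3× WT-EDP is larger in Fig. 4C than here.

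For the 500 longest CDS, the correlation of tAI and ribosome density was 0.0234 against the paper's about 0.12 in Fig. 2E, read by eye. The paper's correlations cover all predicted genes, whereas those here cover only 3076 genes listed with mass spectrometry results. The paper states that its mass spectrometry missed most proteins of genes with poor codon usage. The sets of genes therefore differ, and how much of the gap this makes could not be calculated. None of the 10 alternatives set before the data were examined closed the gap, and the highest of their values was 0.0452 with Spearman's coefficient. The interval midpoint, chosen after seeing the values, gave 0.164, which is above the paper's value.

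In the window of lowest tAI, the correlation of mRNA level and CDS length was −0.447 against the paper's about −0.16 in Supplementary Fig. S3, read by eye. In the window of highest tAI it was −0.383 against the paper's about −0.22 in the same figure, read by eye. These correlations too cover only the genes listed with mass spectrometry results, whereas the paper's figure covers all detected genes. None of the 9 alternatives set before the data were examined closed either gap. Linear scales came nearest, with −0.205 and −0.181. The interval midpoint, which was chosen after seeing the values, gave −0.229 for the highest tAI, within the replicate SD of the paper's value, and −0.386 for the lowest.

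Among the 500 shortest CDS, 12.6% of genes had a more than 2-fold lower density in the Δ*cpc-3* strain, against the paper's about 7% in Fig. 7A, read by eye. Of the 11 alternatives set before the data were examined, 2 fell within the limits: a mean TPM of at least 10 gave 8.0% and centring on the median gave 9.40%. The other alternatives, which were windows of 1000 genes, a pseudocount of 1, all genes with a value, the mean of replicate libraries, no ribosomal protein genes and each background left out, did not.

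One statement that ranks genes also differs. The paper states from window averages that genes with lowered density mostly have CDS of more than 700 aa. Here 43.7% of the genes called lower encoded more than 700 aa, although the window averages reached 844 aa.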

Other observations

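In this part the tests with the interval midpoint and with CDS under 300 nt left out were chosen only after the results were seen, and the other tests before.

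More genes were lower than higher in ribosome density in the Δ*cpc-3* strain, 97.53% of called genes. Several technical explanations were tested. With the interval midpoint, which leaves out the length-dependent step within the FPKM, 96.5% were lower. With CDS under 300 nt left out of the TPM totals 89.8% were lower, and among the 3699 genes with at least 50 reads per mRNA library 544 were lower and 8 higher, or 98.6% lower. None of these removed the excess, although the median log2 change moved from −0.51 to −0.32 with the midpoint and to −0.27 without short CDS. After centring 51.4% were lower, but centring removes any shift common to all genes, so that test could not separate a shift in the TPM totals from a shift in translation. Of the 8 splits of the 8 strains that part all same-numbered pairs, 1 gave as many called genes, which is the real split (970 against at most 1), and the other 27 splits gave 0 to 1. With 8 splits the share cannot be under 0.05. In 3 of the 4 backgrounds the ratio of FPKM to midpoint separates the strains. Within the background with 1× WT-EDP, where replicates 1, 2 and 3 of Δ*cpc-3* resemble the WT libraries in this ratio, 901 genes were more than 2-fold lower and 230 higher. A general decrease in ribosome density in the Δ*cpc-3* strain thus cannot be told apart from a change in the TPM totals in libraries without an external standard.

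The mRNA level differed at an adjusted p under 0.05 for 1448 genes (1233 higher, 215 lower) and the RPF level for 3605 genes (1015 higher, 2590 lower), from limma. For the mRNA level 1 of the 8 splits gave as many genes, the real one, and the next gave 5. For the RPF level it was also 1 of 8, and the next gave 0. The 27 splits that keep some pairs together gave 0 to 15 genes for mRNA and 0 for RPF. The direction of the RPF changes depended on the scaling: 1483 were higher and 1560 lower with the interval midpoint, and 2312 higher and 1456 lower with CDS under 300 nt left out. After centring, which was added after seeing the data, 488 were higher and 556 lower in mRNA.

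The density change in Δ*cpc-3* fell with CDS length, with a mean Spearman's coefficient of −0.353 across genes, and of −0.321 with the interval midpoint. For RPF alone it was −0.179, so the trend did not come from the mRNA libraries alone, although the mRNA change rose with length (0.238). With the mRNA level held fixed the partial coefficient was −0.318. In RPF alone with the midpoint it was −0.0984, with the same sign in all 4 backgrounds. None of the 3 explanations tested, the step within the FPKM, the mRNA libraries and the mRNA level, accounts for the whole trend. A hypothesis is that elongation on long CDS is more affected by CPC-3, as the paper proposes, but a change of mRNA abundance with length is a part of the trend and its source was not tested. With the midpoint and centring together, the share of genes more than 2-fold lower was 9.95% among the shortest and 10.75% among the longest CDS.

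In the background with 1× WT-EDP fewer genes were more than 2-fold lower (985) than in the other backgrounds (1619 to 1949). With replicate 4 of the Δ*cpc-3* strain alone the number was 1868, and with replicates 1, 2 and 3 it was 901. A candidate explanation is therefore that replicates 1, 2 and 3 were unlike the other Δ*cpc-3* libraries, as they were in the ratio of FPKM to midpoint. For the interval midpoint the numbers were 1537 and 952, so the difference did not come from that ratio alone. The labels of these libraries name no date or batch, and no biological explanation was tested.

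The density change of the 40 ribosomal protein genes was −0.07 ± 0.18 (SD, n = 4 backgrounds) relative to all genes on the log2 scale (exact sign-flip permutation test, p = 0.5), −0.20 to −0.08 under the alternatives with all backgrounds and −0.14 to −0.0035 with one background left out. These genes have short CDS, with a median of 146.5 aa. Among 10000 random sets of genes matched on CDS length, 0.01% had a lower median, and 95% of these sets lay between 0.31 and 0.76. CDS length therefore does not account for their position, since genes of this length on average rose relative to all genes. Their mRNA changed by −0.28 ± 0.02 and their RPF by −0.36 ± 0.16 (SD, n = 4) relative to all genes. The matched sets were drawn with the FPKM only and were not matched on mRNA level, so a technical source that acts on abundant mRNAs was not tested. They were not matched on codon usage either. The 40 genes come from the paper's group of short CDS with optimal codons, so an effect of codon usage was not separated.

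The density change of the 62 amino acid biosynthesis genes was −0.15 ± 0.09 (SD, n = 4 backgrounds) relative to all genes (exact sign-flip permutation test, p = 0.13), with the same sign in all 4 backgrounds, but it reversed to 0.16 with the interval midpoint. It lay at percentile 10.3 of random sets matched on CDS length (95% between −0.18 and 0.08), so CDS length may account for it. The hypothesis that the loss of CPC-3 lowers the mRNA of these genes was tested as well. Their mRNA changed by −0.49 ± 0.05 (SD, n = 4) relative to all genes (exact sign-flip permutation test, p = 0.13, the smallest possible), with the same sign in 4 of 4 backgrounds, and by −0.52 to −0.36 under the alternatives. Their RPF changed by −0.76 ± 0.14 (SD, n = 4), which was −0.43 with the midpoint. The mRNA decrease is consistent with a lower activity of the control pathway that *cpc-3* is named after, which remains a hypothesis. The *cpc-1* gene (NCU04050) changed in mRNA by 0.52 ± 0.15 (SD, n = 4), where the median of all tested genes was 0.24. Its RPF changed by 0.14 ± 0.18 (SD, n = 4), where the median of all tested genes was −0.19. Relative to all genes, neither its mRNA nor its RPF was lower. Its density change of −0.37 was not past the threshold (adjusted p = 0.107 from limma). With the interval midpoint it was −0.48 (adjusted p = 0.0442), after centring it reversed to 0.14, and over all alternatives the adjusted p was 0.0442 to 0.642.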
